# Co-expression of YAP and TAZ associates with chromosomal instability in human cholangiocarcinoma

**DOI:** 10.1186/s12885-021-08794-5

**Published:** 2021-10-06

**Authors:** Marcell Tóth, Lilija Wehling, Lena Thiess, Fabian Rose, Jennifer Schmitt, Sofia M. E. Weiler, Carsten Sticht, Carolina De La Torre, Melina Rausch, Thomas Albrecht, Niels Grabe, Lea Duwe, Jesper B. Andersen, Bruno C. Köhler, Christoph Springfeld, Arianeb Mehrabi, Yakup Kulu, Peter Schirmacher, Stephanie Roessler, Benjamin Goeppert, Kai Breuhahn

**Keywords:** Hippo pathway, CIN25, Liver cancer, Cell density, Genomic instability

## Abstract

**Background:**

Activation of the oncogene *yes-associated protein* (YAP) is frequently detected in *intrahepatic cholangiocarcinoma* (iCCA); however, the expression pattern and the functional impact of its paralogue *WW domain-containing transcription regulator 1* (WWTR1; synonym: TAZ) are not well described in different CCA subtypes.

**Methods:**

Immunohistochemical analysis of YAP and TAZ in iCCA and *extrahepatic CCA* (eCCA) cohorts was performed. YAP/TAZ shuttling and their functional impact on CCA cell lines were investigated. Target genes expression after combined YAP/TAZ inhibition was analyzed.

**Results:**

Immunohistochemical analysis of iCCA and eCCA revealed YAP or TAZ positivity in up to 49.2%; however, oncogene co-expression was less frequent (up to 23%). In contrast, both proteins were jointly detectable in most CCA cell lines and showed nuclear/cytoplasmic shuttling in a cell density-dependent manner. Next to the pro-proliferative function of YAP/TAZ, both transcriptional co-activators cooperated in the regulation of a gene signature that indicated the presence of *chromosomal instability* (CIN). A correlation between YAP and the CIN marker *phospho-H2A histone family member X* (pH2AX) was particularly observed in tissues from iCCA and *distal CCA* (dCCA). The presence of the CIN genes in about 25% of iCCA was statistically associated with worse prognosis.

**Conclusions:**

YAP and TAZ activation is not uncoupled from cell density in CCA cells and both factors cooperatively contribute to proliferation and expression of CIN-associated genes. The corresponding group of CCA patients is characterized by CIN and may benefit from YAP/TAZ-directed therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-08794-5.

## Background

Together with the transcriptional co-activators *yes-associated protein* (YAP) and *WW domain containing transcription regulator 1* (WWTR1; synonym: TAZ), the Hippo signaling pathway is a key regulator of organ size under physiological conditions [1]. Controlled by cell-cell contact, cell density and cell polarity, inactivation of a central kinase cassette consisting of *mammalian STE20-like protein kinase* (MST)-1/2 and *large tumor suppressor kinase* (LATS)-1/2 is leading to YAP/TAZ hypophosphorylation and nuclear translocation followed by their interaction with transcription factors such as *TEA domain transcription factors* (TEADs) family members or *forkhead box M1* (FOXM1) [2, 3].

Dysregulation of the Hippo/YAP/TAZ signaling axis has been described for many solid tumors of the gastrointestinal tract such as pancreatic cancer, colon cancer and the most common primary liver cancer, hepatocellular carcinoma (HCC) [4]. As shown for HCC, inactivation of the Hippo kinase cassette or activation of YAP is leading to liver overgrowth via expansion of liver progenitor cells and eventually cancer development with combined hepatocellular/cholangiocellular differentiation [5]. Mechanistically, the complex consisting of YAP and transcription factors promotes the expression of genes involved in DNA replication, cell cycle regulation, chromosomal segregation, but also in the control of cellular stemness. In this context, YAP-dependent proliferation of liver cells is leading to the accumulation of mutations and the induction of chromosomal instability (CIN) [3]. However, the oncogenic role of TAZ in hepatocarcinogenesis is less defined, although previous results illustrated both tumor-initiating and tumor-supporting properties [6, 7]. In addition, recent data demonstrated that TAZ cooperates with YAP in HCC progression [7].

For cholangiocarcinoma (CCA), the second most common primary liver cancer, overexpression of YAP was described in 32 to 98% of patients [8–12]. This surprisingly wide range of YAP positivity in independent CCA cohorts might be due to different scoring algorithms (e.g., if only nuclear and/or cytoplasmic YAP positivity was considered) or variable cohort composition with regard to CCA subtypes. In this context, a precise analysis of YAP expression discriminating between *intrahepatic cholangiocarcinoma* (iCCA) and *extrahepatic cholangiocarcinoma* (eCCA) is missing so far. In addition, a detailed analysis of the YAP paralogue TAZ in CCA subgroups and its potential tumor-supporting function in combination with YAP has not been considered yet. The last point is of special importance for two reasons: a. several studies for different tumor entities illustrated that YAP and TAZ partly cooperate in the regulation of tumor-supporting functions [7, 13]. b. intensive pharmaceutical research is ongoing to develop drugs that block both YAP and TAZ activity [14, 15].

In this study, a systematic characterization of YAP and TAZ expression in iCCA and eCCA, the latter consists of perihilar and distal cholangiocarcinoma (pCCA and dCCA, respectively), revealed mutually exclusive nuclear enrichment of YAP and TAZ in about half of all cases. Although nuclear co-expression of both proteins was observed only in the minority of CCAs, YAP and TAZ were cooperatively expressed in most CCA cell lines, supporting cell proliferation and expression of factors involved in CIN. The association between YAP, CIN gene signature and poor clinical outcome was confirmed in human CCA patient cohorts.

## Methods

Primers and antibodies used in this study is provided as Supplementary Table S2.

### Patient cohort and tissue microarray (TMA)

Tissue samples organized on three TMAs and clinical data derived from 152 iCCA patients, 155 pCCA patients and 126 dCCA patients were used for this study as previously described (Supplementary Table S1) [16]. In brief, the iCCA TMA contained 152 different carcinomas with well to poor differentiation (grading: G1 = 9, G2 = 98, G3 = 42, G4 = 3). Due to the low number of G4 tumors, results from G3 and G4 tumors were merged for the statistical analysis. The pCCA TMA included 155 tumor tissues (grading: G1 = 8, G2 = 114, G3 = 33, G4 = 0), while the dCCA TMA consisted of 126 tumor samples (G1 = 1, G2 = 84, G3 = 41, G4 = 0). For each patient two independent tissue cores were analyzed.

For semiquantitative data analysis of staining intensities, an evaluation score was calculated based on the following scoring system: quantity (0 = no expression; 1 = less than 1% positive cells; 2 = 1–9% positive cells; 3 = 10–50% and 4 = more than 50% positive cells) and intensity (0 = no expression; 1 = low expression; 2 = medium expression; 3 = strong expression). Subsequently, the product of quantity and intensity was calculated for each dot (range: 0–12). Finally, the arithmetic mean value of the two available samples/dots for each tumor was calculated. The obtained IHC scores for each staining were correlated with each other and with tumor grade using Spearman’s rank correlation. For presentation, protein positivity was classified into low/no expression (mean values from 0 to 3), intermediate positivity (mean values from 3.5–7.5) and high positivity (mean values from 8 to 12). For YAP and TAZ, the cytoplasmic and nuclear staining scores were evaluated separately.

### CCA transcriptomic data

Published gene expression data from 104 CCA patients and 6 healthy donors was used to analyze the expression of the CIN25 gene signature (GSE26566) [3, 17, 18]. Data was normalized by applying the CPM method, clustered into 3 groups by k-mean clustering algorithm and the differential expression was visualized as heatmap using the R package ComplexHeatmap [19]. A signature score was calculated by scaling the expression of each gene across all patient data followed by adding up all individual gene values for each patient. Therefore, the expression of each gene contributed equally to the calculated signature score.

### Immunohistochemical staining protocol

TMAs were cut in 1–2 μm thick sections using a microtome. Tissues were deparaffinized in xylol for 3 × 5 min. Afterwards, a rehydration process was performed using an ethanol gradient (2 × 2 min of 100% ethanol, 96% ethanol and 70% ethanol), followed by a washing step with distilled water. For antigen retrieval, the slides were pre-treated with Dako Target Retrieval Solution pH 6.0 (MCM2, YAP, TAZ and pH2AX) in a steam cooker for 8 (YAP), 15 (MCM2) or 30 (TAZ, pH2AX) minutes. After cooling down and rinsing in distilled water, the sections were placed in TBST for 10 min. The primary antibodies were diluted in antibody diluting buffer (Dako, Hamburg, Germany) and incubated in a wet chamber at room temperature for 1 h (YAP, TAZ) or at 4 °C overnight (MCM2, pH2AX). This was followed by a washing cycle with TBST for 2 × 5 min.

For MCM2, alkaline phosphatase-based Detection Line SuperVision Red 2 AP system (DCS, Hamburg, Germany) was used. The remaining tissue sections were incubated with rabbit Enhancer Detection Line for 20 min, washed with TBS two times (2 × 5 min) and incubated with AP-Polymer Detection Line for 20 min. After additional TBS washing (2 × 5 min), the signal development was done with Liquid Permanent Red (Zytomed Systems, Berlin, Germany) for 23 min.

For signal detection of TAZ- and YAP-immunohistochemistry, POLYVIEW® PLUS AP anti-rabbit reagent (Enzo Life Sciences, Lörrach, Germany) was used for 1 h. This was followed by two washing steps with TBST (2 × 5 min) and 8–15 min incubation period with Liquid Permanent Red.

For pH2AX stain, the Streptavidin horseradish peroxidase (HRP) detection system was used (Dako). Samples were incubated with Dako REAL biotinylated secondary antibodies for 25 min, washed with TBST two times (2 × 5 min) and blocked with Dako REAL Peroxidase-Blocking Solution for 10 min. The tissue sections were washed again with TBST (2 × 5 min) and incubated with Streptavidin-HRP for 20 min. After the last washing step (2 × 5 min with TBST), the signal development was achieved with 3-amino-9-ethylcarbazole (AEC; Dako) for 7 min. The above detailed immunohistochemical stains were carried out by the IHC research facility at the Institute of Pathology (Heidelberg).

The Ki-67 staining was carried out on the VENTANA automated slide stainer following the manufacturer’s protocol in the NCT-Biobank Heidelberg (Dako).

A list of antibodies used in this study is provided as Supplementary Table S2.

### Cell culture and genetic RNAinterference (RNAi)

The human CCA cell lines HUCCT-1 (JCRB0425), HuH-28 (JCRB0426) and NOZ (JCRB1033) were purchased from *Japanese Collection of Research Biosources* (JCRB). The cell line G415 (RCB2640) was purchased from the RIKEN BioResource Research Center. Cells were cultured in RPMI (Sigma Aldrich, Steinheim, Germany) or DMEM (Gibco/Thermo Fisher Scientific, Waltham USA) containing 10% fetal bovine serum and 1% penicillin/streptomycin at 37 °C in a 5% CO_2_ atmosphere. Cells were routinely tested for mycoplasma contamination and authentication was performed by STR analysis (DSMZ, Braunschweig, Germany).

Gene-specific small interfering RNAs (siRNAs) were obtained from Eurofins MWG Operon (Ebersberg, Germany). For siRNA inhibition assays, cells were directly transfected after trypsinization. Scrambled siRNA-treated cells served as control. Gene-specific siRNAs (final concentration of 40 nM for combinations of two siRNAs for YAP and TAZ) and the transfection reagent Lipofectamine RNAiMAX (Gibco/Thermo Fisher Scientific) were diluted, mixed in Opti-MEM (Gibco/Thermo Fisher Scientific) and incubated at room temperature, before being distributed onto the cells. Twenty-four hours after transfection, medium was replaced and cells were either reseeded for functional analyses or harvested after 48 h. The following siRNAs were used: scrambled siRNA (UGG UUU ACA UGU CGA CUA A-dT-dT), YAP siRNA #1 (CCA CCA AGC UAG AUA AAG A-dT-dT), YAP siRNA #2 (GGU CAG AGA UAC UUC UUA A-dT-dT), TAZ siRNA #1 (AAA CGU UGA CUU AGG AAC UUU-dT-dT), and TAZ siRNA #2 (AGG UAC UUC CUC AAU CAC A-dT-dT).

### Quantitative PCR (qPCR) and Western blotting

Total RNA was isolated using the NucleoSpin RNA II kit (Macherey-Nagel, Düren, Germany) and reverse transcription was performed using 500 or 1000 ng of total RNA (Revert Aid H Minus RT, Thermo Fisher Scientific). qPCR reactions were set up using the primaQuant 2x qPCR-CYBR-Green-Mastermix (Steinbrenner Laborsysteme, Wiesenbach, Germany) with the following cycling conditions: 95 °C for 15 min, followed by 40 cycles of 95 °C for 15 s, and 60 °C for 60 s. Product specificity was confirmed by melting curve analysis (95 °C for 15 s, 60 °C for 30 s, 60–95 °C 0.5 °C/second). β2-microglobulin (B2M) or ribosomal protein L41 (RPL41) were used for normalization. A list of primers used in this study is provided as Supplementary Table S2.

Total protein extracts were isolated using 10x Cell Lysis Buffer (Cell Signaling/New England Biolabs, Frankfurt, Germany) and separated using 8 to 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and electro-transferred to a nitrocellulose membrane. After blocking in 5% milk or BSA in TBST, primary antibodies were added and the membrane was incubated at 4 °C overnight. The appropriate secondary antibodies (1:20,000; IRDye 680 and 800, LiCor Biosciences, Bad Homburg, Germany) were diluted in milk or BSA in TBST. All results from Western Immunoblotting were confirmed by independent experiments. Signal detection was done using the Odyssey-SA system (LiCor Biosciences).

### Immunofluorescence (IF) and quantitative measurement of YAP and TAZ localization

Cells were seeded on Poly-L-Lysine coated glass slides under different cell density conditions from very low (30,000 in 12 well plate) to very high density (550,000 in 12 well plate) 1 day prior staining. Fixation was done using paraformaldehyde (4% PFA in PBS; 15 min) followed by permeabilization (0.2% Triton X-100, 7 min). Cells were blocked (1% BSA in PBS) and treated with primary (rabbit anti-YAP, 1:60; rabbit anti-TAZ, 1:25) and Alexa-488 conjugated secondary antibodies (donkey anti-rabbit, 1:300) followed by DAPI staining.

Imaging in two channels (DAPI λ = 409.1 nm; Alexa 488 λ = 483.7 nm) was performed using a Nikon A1 plus laser scanning confocal microscope (Nikon Imaging Center at the University of Heidelberg, BioQuant). A Nikon Plan Apo λ 20x NA 0.75 objective (WD 1 mm, FOV 0.64 × 0.64 mm, refractive index 1.00) with integrated PFS was used. In total, 238 images (G415), 120 images (HUCCT-1), 514 images (HuH-28) and 228 images (NOZ) were obtained. Subcellular localization of YAP and TAZ was analyzed in an automatic manner using Fiji image processing software. For this, nuclei and cytoplasm were segmented using Weka Segmentation algorithm; on the resulting probability maps a threshold was applied and afterwards nuclear areas were subtracted from the cytoplasmic areas [20, 21]. Resulting masks were overlaid with the original images and the intensities within cytoplasm and nucleus were obtained. Subsequently, the mean nuclear and cytoplasmic intensities within the field of view/image were divided and the nuclear to cytoplasmic ratios were obtained.

### Viability assay and BrdU enzyme-linked immunosorbent assay (ELISA)

For measuring viability, CCA cells were seeded on a 96-well plate 24 h after siRNA transfection. After further 48 and 72 h, Resazurin reagent (R&D Systems, Minneapolis, USA) was added according to the manufacturer’s protocol.

For analyzing proliferation after gene-specific inhibition, sub-confluent CCA cells were analyzed using a BrdU-ELISA assay (Cell proliferation ELISA Biotrak, GE Healthcare/Amersham, Freiburg, Germany) 48 h after transfection. Relative proliferation is shown as absorbance normalized against scrambled siRNA-treated cells.

### Expression profiling

For the analysis of TAZ- and/or YAP-regulated genes, HUCCT-1 cells were transfected with TAZ and YAP-specific siRNAs (40 nM; siRNA TAZ #2 and siRNA YAP #1). Total RNA was harvested 24 h after transfection. Prior to hybridization, RNA integrity was measured (Agilent 2100 Bioanalyzer, Agilent, Frankfurt, Germany). Only samples with an RNA integrity number (RIN) > 7 were used for transcriptomics. Purified and fragmented complementary RNA was generated according to the manufacturer’s instructions using the GeneChip® WT Plus Reagent Kit. Fragments were biotin-labelled prior to hybridization on Clariom D human chips using a GeneChip Hybridisation oven 640 (Thermo Fisher Scientific). Successive staining and scanning were performed with a GeneChipFluidics Station 450 and a GeneChip Scanner 3000, respectively (Thermo Fisher Scientific).

After gene annotation using a custom CDF file version 22, the fluorescence intensity was measured, RMA background-corrected, normalized, and differential expression was statistically assessed using the software package SAS JMP7 genomics (SAS Institute, Cary, USA). As cut-off, a *false discovery rate* (FDR) value of 0.05 was considered as significant. To assure a homogeneous distribution of the generated data, *principal component analysis* (PCA) was performed to compare the similarity of individual biological samples in this study. 

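Principal components were computed here from the 37201 probe sets with a named gene on 9 arrays of HUCCT-1 cells transfected with scrambled siRNA, YAP/TAZ siRNA combination 1 or YAP/TAZ siRNA combination 2, 3 arrays each. The first component held 24.9% of the variance, the second 15.3% and the third 13.0%. On the first component the scrambled arrays lay at −29.3, −18.5 and −4.65 and the combination 1 arrays at 22.0, 7.79 and 16.5. The combination 2 arrays lay at 7.38, 9.71 and −10.9. Combination 2 replicate 3 stood apart from the other arrays on the second component, at −27.6, and combination 2 replicate 2 on the third, at 25.3, where the others lay between −16.7 and 6.54.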

To identify pathways and cellular processes with significant enrichment of differentially expressed genes, *gene set enrichment analysis* (GSEA) was performed. To describe expression differences, relative values were displayed by annotating blue and red to the minimum and maximum intensity for each gene. Raw and normalized data were deposited in the Gene Expression Omnibus database (available: http://www.ncbi.nlm.nih.gov/geo/; accession number: GSE172135).

### Software and statistics

Data are presented as mean ± standard deviation. The Spearman‘s rank correlation coefficient (r) was used as a statistical measure of association. Overall survival was analyzed by the Kaplan-Meyer method using the Log-rank (Mantel-Cox) test. Statistical comparison between two groups was performed using the non-parametric Mann-Whitney U test. All statistical analyses were performed using Prism 8 (GraphPad Prism Software, San Diego, USA) and SPSS (IBM Corp, Armonk, NY, USA). Significance levels were defined as: p* ≤ 0.05, p** ≤ 0.01, and p*** ≤ 0.001. The Morpheus online tool was used for the visualization of array data and generation of heatmaps (https://software.broadinstitute.org/morpheus/).

## Results

### YAP and TAZ protein expression in human iCCA and eCCA tissues

To obtain a comprehensive and comparative overview of YAP and TAZ expression in iCCA and eCCA (with pCCA and dCCA), tissue microarrays were designed consisting of 152 iCCA, 155 pCCA and 126 dCCA samples (Supplementary Table S1) [16]. Immunohistochemical stains for YAP and TAZ were followed by a careful histological evaluation of nuclear and cytoplasmic YAP/TAZ positivity (Fig. 1a-c).

**Fig. 1:**
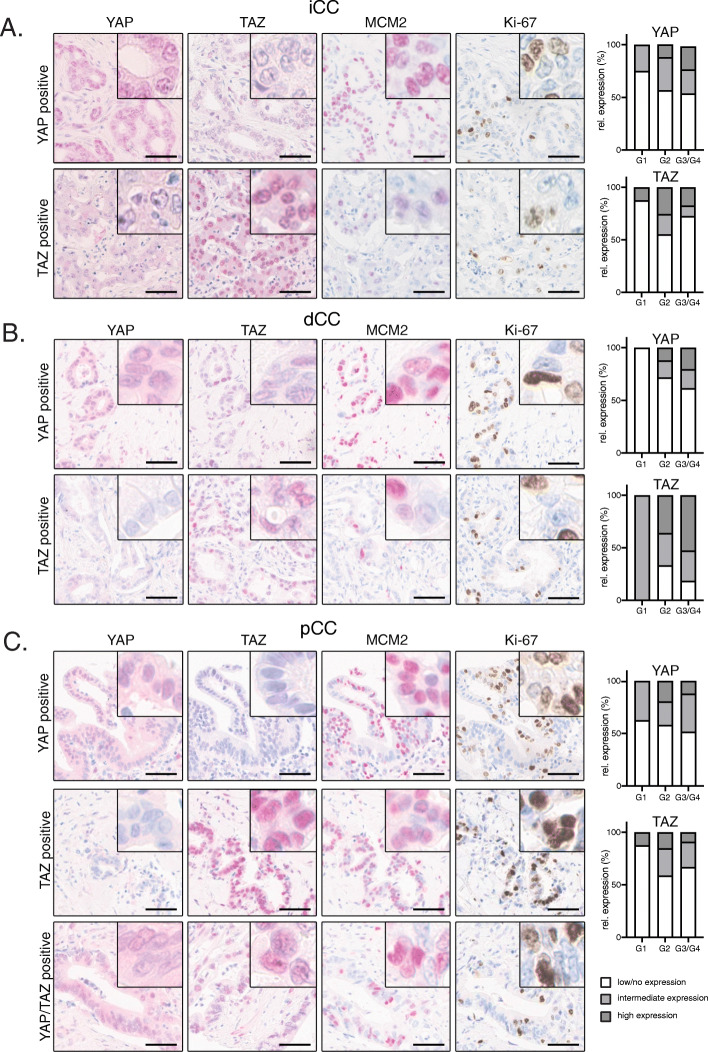
YAP and TAZ expression in human iCCA, pCCA and dCCA. Representative IHC stains for YAP, TAZ, MCM2 and Ki-67 in cohorts of CCA subgroups of iCCA (**A**, *n* = 152), dCCA (**B**, *n* = 126) and pCCA (**C**, *n* = 155). For each subtype, a representative YAP and TAZ-positive example is shown. For pCCA an additional case with nuclear YAP/TAZ is shown. Bars: 50 μm. Adjacent bar graphs illustrate the relative nuclear positivity of YAP or TAZ for the respective CCA subgroup with regard to tumor grading (white: low/no expression; light grey: intermediate expression; dark grey: high expression)

For the individual CCA types, we detected a specific nuclear YAP positivity in 39.5% (iCCA), 41.9% (pCCA), and 29.4% (dCCA), while we observed nuclear TAZ for 31.6% (iCCA), 35.5% (pCCA) and 65.9% (dCCA) of all cases (Table 1). In total, 43.4% (iCCA), 32.3% (pCCA), and 49.2% (dCCA) showed nuclear staining for YAP or TAZ. Interestingly, a smaller percentage of tumors exhibited combined nuclear positivity for both factors (13.8% (iCCA), 22.6% (pCCA), and 23% (dCCA)).

**Table 1:** Distribution of nuclear and cytoplasmic YAP and TAZ positivity in human CCA subtypes

**iCC (152)**	**YAP**	**TAZ**	**YAP or TAZ**	**YAP and TAZ**
nuclear	60 (39.5%)	48 (31.6%)	66 (43.4%)	21 (13.8%)
cytoplasmic	43 (28.3%)	4 (2.6%)	43 (28.3%)	2 (1.3%)
nuc. and cytopl.	68 (44.7%)	49 (32.2%)	69 (45.4%)	24 (15.8%)
**pCC (155)**	**YAP**	**TAZ**	**YAP or TAZ**	**YAP and TAZ**
nuclear	65 (41.9%)	55 (35.5%)	50 (32.3%)	35 (22.6%)
cytoplasmic	48 (31%)	3 (1.9%)	49 (31.6%)	1 (0.6%)
nuc. and cytopl.	76 (49%)	57 (36.8%)	57 (36.8%)	38 (24.5%)
**dCC (126)**	**YAP**	**TAZ**	**YAP or TAZ**	**YAP and TAZ**
nuclear	37 (29.4%)	83 (65.9%)	62 (49.2%)	29 (23%)
cytoplasmic	39 (31%)	6 (4.8%)	43 (34.1%)	1 (0.8%)
nuc. and cytopl.	55 (43.7%)	84 (66.7%)	55 (43.7%)	42 (33.3%)

In addition to nuclear positivity, most CCAs also showed a prominent cytoplasmic staining for YAP and TAZ. Considering both nuclear and cytoplasmic staining, YAP or TAZ positivity was observed in 45.4% of iCCA, 36.8% of pCCA, and 43.7% of dCCA. In summary, we detected a prominent expression of YAP or TAZ in all CCA subtypes; however, nuclear co-accumulation of YAP and TAZ was considerably less frequent compared to individual YAP or TAZ protein expression in the nucleus or cytoplasm. These results were surprising for these two factors that are controlled by identical upstream mechanisms.

Although, a moderate increase of nuclear YAP/TAZ expression was seen upon tumor progression, no statistically significant association with tumor dedifferentiation was observed (Fig. 1a-c). No other associations between YAP/TAZ positivity and clinical parameters were detected (e.g., UICCA stage, sex, age and patient survival).

However, in all three CCA subtypes, nuclear YAP significantly correlated with the expression of the YAP target gene *minichromosome maintenance complex component 2* (MCM2; iCCA: *r* = 0.23, pCCA: *r* = 0.2, dCCA: *r* = 0.31; all *p* ≤ 0.01). In addition, nuclear YAP positivity correlated with the expression of the proliferation marker Ki-67 (iCCA: *r* = 0.42, pCCA: *r* = 0.33, dCCA: *r* = 0.30; all *p* ≤ 0.01). Interestingly, nuclear TAZ only correlated with nuclear YAP in the group of pCCA but not in iCCA or dCCA (pCCA: *r* = 0.43; *p* ≤ 0.001). Accordingly, TAZ was also not statistically associated with MCM2 and Ki-67 expression in iCCA and dCCA.

In summary, these data demonstrate that YAP and TAZ are expressed in all subtypes of human CCAs with comparable frequencies. Although controlled by the same upstream kinase cassette, nuclear YAP/TAZ co-accumulation is detected in a minority of CCA.

### Co-expressed YAP and TAZ dynamically respond to cell density in CCA cells

To perform in vitro studies on the role of YAP and TAZ, different cholangiocyte-derived cancer cell lines were analyzed regarding their YAP and TAZ protein expression (Fig. 2a). For this, iCCA (HuH-28, SNU1079, HUCCT-1), eCCA (SNU478) and gallbladder carcinoma (G415, NOZ, GB-d1) cell lines were tested for their YAP and TAZ expression. According to the Western immunoblot results, YAP and TAZ showed a prominent co-expression in HuH-28, G415, NOZ, HUCCT-1 and, although with a less pronounced TAZ-expression, also in GB-d1 cells. In contrast, SNU1079 and SNU478 cells were negative for both factors. This was an interesting observation, because in our tissue analysis only a minority of CCA showed YAP and TAZ co-expression (Fig. 1). For this reason, we hypothesized that the presence of both factors may provide a growth advantage to some tumor cell lines (e.g., HuH-28, G415, NOZ, HUCCT-1), while for other cell lines YAP/TAZ-independent mechanisms may contribute to the cell-context-independent growth (e.g., SNU1079, SNU478).

**Fig. 2:**
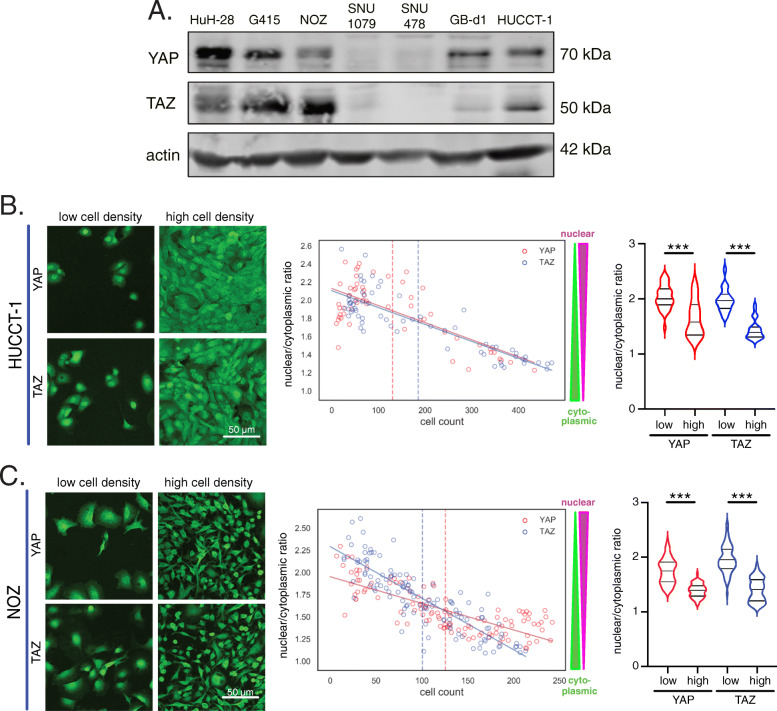
YAP and TAZ shuttle dynamically in cholangiocyte-derived cancer cells. **A** Detection of YAP and TAZ in total protein lysates from different cholangiocyte-derived cancer cell lines. iCCA cells (HuH-28, SNU1079, HUCCT-1), eCCA cells (SNU478) and gallbladder carcinoma cells (G415, NOZ, GB-d1) were tested. Actin served as loading control. HUCCT-1 (**B**) and NOZ (**C**) cells were cultured under variable cell density conditions. Exemplary immunofluorescence images with YAP and TAZ in cells for low- and high-density conditions are shown. Graphs illustrate the nuclear/cytoplasmic (n/c) ratio for YAP (red) and TAZ (blue). Higher n/c ratios indicate nuclear enrichment, while low ratios represent nuclear exclusion. Each dot represents one image. The dashed line defines the mean cell count over all fields of vision of the cell line. Values smaller than this threshold define low cell density and values above this threshold indicate high cell density. Violin plots summarize the results of all obtained images. Statistical test: Mann-Whitney U. Lines represent linear regression for YAP (red) and TAZ (blue)

In non-malignant cells and many tumor cells, activation of the Hippo pathway and subcellular localization of YAP/TAZ are regulated through cell-cell contact and matrix stiffness [22]. However, previous reports pointed to cell density-independent activation of YAP in CCA cells [8]. To comparatively investigate whether cholangiocyte-derived tumor cells from inside and outside the liver parenchyma responded to exogenous stimuli such as cell density, different cell lines with YAP/TAZ expression were investigated.

For this purpose, iCCA cells (HuH-28, HUCCT-1) and gallbladder cancer cells (G415, NOZ) with YAP and TAZ co-expression were cultured under low to high cell density conditions, followed by IF-based subcellular detection of YAP or TAZ. Nuclear and cytoplasmic YAP/TAZ levels were quantitatively measured for 120–514 arbitrarily taken pictures in an unbiased manner using a computational image analysis algorithm [20, 21]. The data revealed a clear cell density-dependent subcellular shuttling of YAP and TAZ in all analyzed cells; however, the cell lines showed different dynamics (Fig. 2b/c; Supplementary Figure S1A/S1B). While for HUCCT-1 cells both proteins were consistently regulated (low density: nuclear; high density: cytoplasmic; Fig. 2b), G415 cells demonstrated a more dynamic response for YAP, while TAZ translocation was less pronounced (lower slope of regression curve; Supplementary Figure S1B). Vice versa, in NOZ cells TAZ responded stronger to cell density than YAP (Fig. 2c).

Together, these results illustrate that cholangiocyte-derived cancer cell lines with YAP and TAZ co-expression are sensitive towards extracellular information and that the activation of YAP/TAZ is not uncoupled from cell density regulation. Cell line-specific molecular features may account for the observed differences of YAP and TAZ shuttling.

### YAP/TAZ supports viability and proliferation in iCCA and eCCA cells

To systematically analyze the functional relevance of combined YAP and TAZ expression in iCCA and gallbladder cancer cells, the expression of both proteins was inhibited by RNAi. For this, we transiently transfected two independent siRNA combinations (siRNAs #1 and #2, respectively) for YAP and TAZ each to achieve a simultaneous silencing of both factors. Real-time PCR and Western immunoblotting corroborated the efficient inhibition of YAP and TAZ at mRNA and protein levels in all cell lines (Fig. 3a/b, Supplementary Figure S2A/S2B).

**Fig. 3:**
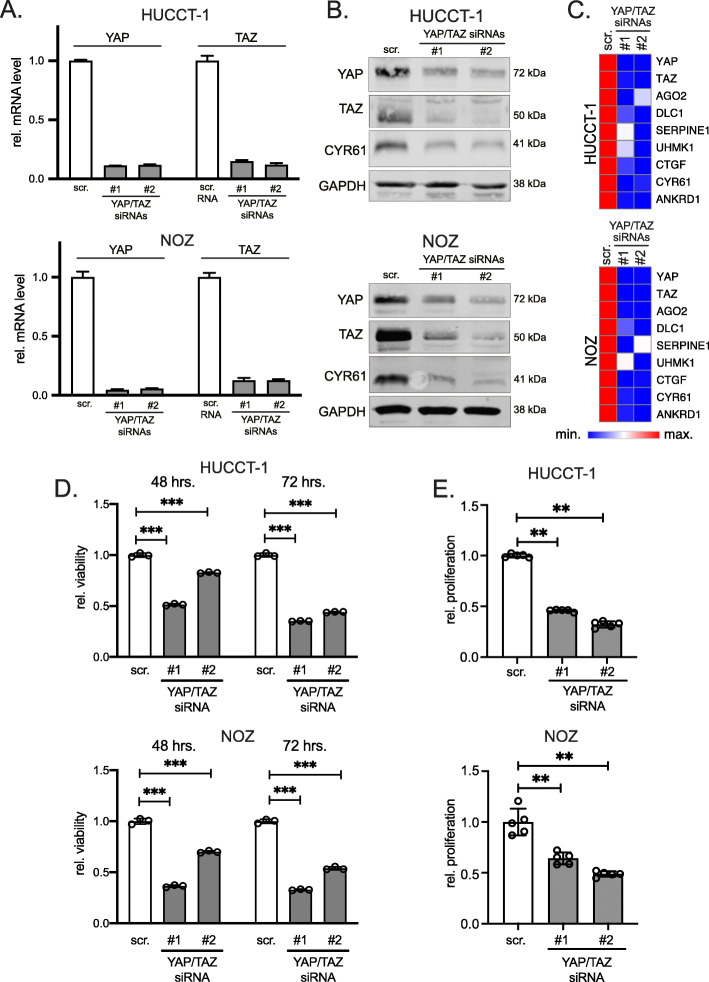
YAP/TAZ transcriptionally regulate and support cholangiocyte-derived cancer cell proliferation. **A** Real time PCR for YAP and TAZ in HUCCT-1 and NOZ cells after combined siRNA-mediated silencing of YAP and TAZ for 24 h. **B** Western immunoblotting and detection of YAP, TAZ and CYR61 in total protein lysates (HUCCT-1 and NOZ) 24 h after transfection of YAP/TAZ-specific siRNAs. GAPDH served as loading control. **C** Heatmaps summarize the results of real-time PCRs after combined YAP/TAZ silencing in HUCCT-1 and NOZ cells for 24 h. Known YAP/TAZ target genes were analyzed. **D** HUCCT-1 and NOZ cell viability assays were measured 48 and 72 h after transient transfection of YAP/TAZ-specific siRNA combinations. **E** Cell proliferation of HUCCT-1 and NOZ cells was measured 48 h after combined YAP/TAZ silencing. Scr. - scrambled siRNA (control). Statistical test: Mann-Whitney U

To confirm the transcriptional activity of YAP and TAZ, real-time PCR analysis after YAP/TAZ silencing was performed for seven known target genes *argonaute 2* (AGO2), *deleted in liver cancer 1* (DLC1), *plasminogen activator inhibitor 1* (PAI1/SERPINE1), *U2AF homology motif kinase 1* (UHMK1), *connective tissue growth factor* (CTGF), *cysteine-rich heparin-binding protein 61* (CYR61) and *ankyrin repeat domain 1* (ANKRD1), [3, 23]. As expected from the reduction of positive transcriptional regulators, combined YAP/TAZ silencing for 24 h reduced all tested factors (Fig. 3c, Supplementary Figure S2C).

To define the functional relevance of YAP and TAZ, we examined cell viability 48 and 72 h after the combined inhibition. For all tested cells, reduction of YAP/TAZ expression significantly diminished viability; however, only moderate effects were detectable for HuH-28 cells (Fig. 3d, Supplementary Figure S2D). For this reason, additional BrdU proliferation assays were performed to test for the relevance of YAP/TAZ overexpression on iCCA and gallbladder cancer cell mitosis. Indeed, YAP/TAZ silencing significantly reduced proliferation of all tested cells including HuH-28 cells (Fig. 3e, Supplementary Figure S2E). Interestingly, the weakest effect on viability and proliferation were observed for HuH-28, while for the other cell lines comparably stronger reduction was detected.

In sum, like for most other solid tumor types, YAP and TAZ control the expression of known target genes and support proliferation in different types of cholangiocyte-derived cancer cells.

### YAP and TAZ contribute to the expression of CIN-associated genes in cultured cholangiocyte-derived cancer cells

To further define the molecular mechanisms of how the Hippo pathway and its downstream effectors contribute to CCA development, expression profiling of HUCCT-1 cells after YAP/TAZ silencing was performed. 

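HUCCT-1 is a line of human cholangiocarcinoma cells. Both siRNA targets were lower in every silenced array than in every scrambled array. YAP1, which encodes the co-activator YAP, had a log2 signal of 9.10 ± 0.049 (SD, n = 3) with scrambled siRNA, 6.88 ± 0.058 (SD, n = 3) with YAP/TAZ siRNA combination 1 and 6.85 ± 0.12 (SD, n = 3) with combination 2. Its log2 fold change was −2.22 with combination 1 (standard error 0.071, adjusted p = 1.56e-05 from limma) and −2.24 with combination 2 (adjusted p = 1.41e-05). WWTR1, which encodes TAZ, had a log2 fold change of −1.34 with combination 1 (standard error 0.053, adjusted p = 2.52e-05) and −1.39 with combination 2 (adjusted p = 3.43e-05). Between the combinations, YAP1 differed by a log2 value of −0.027 (adjusted p = 0.939) and WWTR1 by −0.044 (adjusted p = 0.845), neither beyond the error.

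Cells were harvested 24 h after transfection with 40 nM siRNA. The sample labels give YAP siRNA 1 with TAZ siRNA 2 for combination 1, which is the pair that the paper's methods name for the arrays, and YAP siRNA 2 with TAZ siRNA 3 for combination 2. The paper's methods list TAZ siRNAs 1 and 2, so which siRNA TAZ 3 is remains unknown here. Each array measures RNA with a probe set per gene, and the deposited values are log2 signals that the authors background-corrected and normalized by RMA with custom CDF version 22. Of 39334 probe sets, the 37201 with a named gene were tested in a single limma model of the 9 arrays, with p adjusted by Benjamini-Hochberg. The paper speaks of biological samples, 3 per condition. It does not say whether the 3 arrays of a condition came from separate cultures, so p-values measure only the spread between these samples. The number of arrays limits the precision. In simulated data of this size, 52.5% of genes changed by a log2 value of 0.5 and 86.3% of genes changed by 1 were recovered.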

For this, total mRNA was isolated 24 h after siRNA transfection and subjected to gene expression analysis (scrambled control siRNA vs. YAP/TAZ siRNAs; *n* = 3 for each biological condition).

In total, 542 defined genes were significantly and differentially expressed (269 genes upregulated and 273 genes downregulated), which corresponded with several significantly regulated categories after GSEA (Fig. 4a). 

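YAP/TAZ siRNA combination 1 lowered known YAP/TAZ targets and raised genes of the type I interferon response. ANKRD1, a transcriptional cofactor and a known target, had a log2 fold change of −2.15 (standard error 0.13, n = 3 arrays per condition, adjusted p = 2.08e-04 from limma), CCN2 (CTGF) of −0.74 (adjusted p = 4.47e-04) and CCN1 (CYR61) of −0.62 (adjusted p = 0.00312). The largest increases were in the antiviral effector genes IFI44L, at a log2 fold change of 2.48 (standard error 0.19, adjusted p = 5.01e-04), MX2, at 2.28, and IFIT1, at 2.28, followed by USP18, which removes ISG15 from proteins, at 2.03. RIGI, a sensor of double-stranded RNA, had a log2 fold change of 1.74, TNFSF10 (TRAIL) of 1.74, the antiviral genes RSAD2 of 1.98, IFI44 of 1.80 and OAS2 of 1.73, and the pseudogene RNU6-115P of 1.76. Other large decreases were COL8A1, a collagen chain, at −1.29, CNIH1, which acts in export of proteins from the endoplasmic reticulum, at −1.04, CENPE, a kinetochore motor, at −0.94, MYBL1, a transcription factor, at −0.93, and CENPQ, a centromere protein, at −0.92.

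Of 37 type I interferon response genes, 33 were higher and 0 lower with combination 1 (37 higher when adjusted over the list alone, camera adjusted p = 8.85e-64). This call held with an estimated correlation, at adjusted p = 0.0157. Of 6 known targets that the paper names, 5 were lower and 0 higher (6 lower when adjusted over the list alone, camera adjusted p = 2.38e-12). Of 22 genes of a YAP/TAZ target signature, 8 were lower and 0 higher (14 lower when adjusted over the list alone, camera adjusted p = 7.11e-14). Both calls held with an estimated correlation, at adjusted p = 0.00479 and 0.00451.

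**Figure D1:**
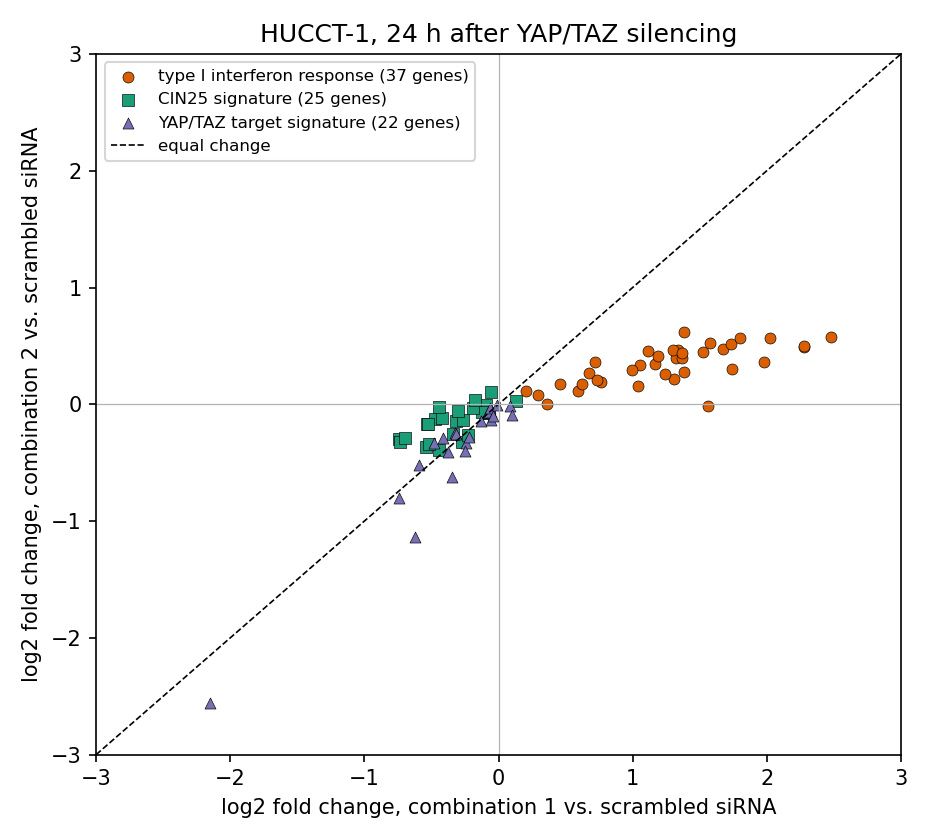
Log2 fold change against scrambled siRNA with YAP/TAZ siRNA combination 1 (horizontal axis) and combination 2 (vertical axis), 1 point per gene of the type I interferon response, CIN25 and YAP/TAZ target signature lists. Interferon response genes lie between 0.20 and 2.48 with combination 1 and between −0.01 and 0.62 with combination 2.

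In all, 563 genes changed with combination 1, 253 higher and 310 lower. Of these, 51 had a log2 fold change of at least 1 in size, 44 higher and 7 lower. At an unadjusted p under 0.05 there were 5830 genes, and in 25.9% of all genes the 3 silenced arrays did not overlap the 3 scrambled arrays, where chance gives 10%. The count was 196 without scrambled replicate 1, 215 without scrambled replicate 2, and 233, 280 and 231 without combination 1 replicates 1, 2 and 3, in each case with more genes higher than lower (123 and 73, 125 and 90, 128 and 105, 147 and 133, and 134 and 97). An ordinary linear model gave 235 higher and 181 lower, and the count was 1067 without the 40% of probe sets with the dimmest signal and 981 with weights per array.

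With combination 2, 279 genes changed, 113 higher and 166 lower. The count was 95, 85 and 156 without scrambled replicates 1, 2 and 3, 155, 133 and 142 without combination 1 replicates 1, 2 and 3, and 101 and 81 without combination 2 replicates 1 and 2. ANKRD1 had a log2 fold change of −2.56, CCN1 of −1.13 and CCN2 of −0.81 (adjusted p = 2.44e-04, 4.29e-04 and 9.80e-04). EMP1, a membrane protein gene, rose by 0.95 with each combination, and HAS2, a hyaluronan synthase, rose by 1.04 with combination 1 and 0.98 with combination 2. The other largest increases with combination 2 were ADGRF4 at 1.06, ANKRD22 at 1.03, ATP6V0D2, a subunit of the vacuolar proton pump, at 1.02, MMP1, a collagenase, at 0.97, GBP6 at 0.96, the long non-coding RNA LASTR at 0.95, ITGB8, an integrin, at 0.93 and MAST4 at 0.92. The other largest decreases were OSTM1 at −1.25, PLOD2, an enzyme that modifies collagen, at −1.15, CCL20, a chemokine, at −1.11 and TMTC3 at −1.04. TNFRSF21, a death receptor gene, had a log2 fold change of −1.18 with combination 2 (adjusted p = 4.29e-04) and −0.018 with combination 1 (adjusted p = 0.920), and the difference passed the test (adjusted p = 5.36e-04). The largest positive differences between the combinations, among genes whose arrays did not overlap, were in CNIH1, MTA2, MPZL3, PDCD6 and MAT2B, at log2 values of 1.00, 0.84, 0.83, 0.79 and 0.76 for combination 2 minus combination 1 (adjusted p = 0.00576, 0.00146, 0.0170, 8.11e-04 and 0.0458). In the other direction the largest were interferon response genes, where IFI44L differed by −1.90, IFIT1 by −1.79, MX2 by −1.78, RSAD2 by −1.62 and IFIT2 by −1.58. UHMK1, a known target, fell with combination 2 (log2 fold change −0.97, adjusted p = 0.00102) and had −0.21 with combination 1 (adjusted p = 0.206), with an adjusted p of 0.00308 for the difference. AGO2 fell with combination 1 (−0.27, adjusted p = 0.0465), and had −0.17 with combination 2 (adjusted p = 0.220), and the difference did not pass the test (adjusted p = 0.634). Of the interferon response genes, 6 were higher with combination 2 (25 when adjusted over the list alone, camera adjusted p = 1.87e-19, and adjusted p = 0.187 with an estimated correlation).

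For the mean of both combinations, 595 genes changed, 289 higher and 306 lower, among them MX1 and OAS1, antiviral genes, and NEDD4L, a ubiquitin ligase, at a log2 fold change of −0.93. A call for the mean need not hold for each combination. Of 37 interferon response genes, 30 were higher for the mean, 33 with combination 1 and 6 with combination 2. The count of 595 was 198 and 201 without scrambled replicates 1 and 2, 315, 320 and 323 without combination 1 replicates 1, 2 and 3, and 341 and 323 without combination 2 replicates 1 and 2. In each of these cases more genes were higher than lower, such as 114 and 84 without scrambled replicate 1. Without combination 2 replicate 3, 370 were higher and 497 lower.

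In the same direction, 165 genes changed with both combinations, 85 higher and 80 lower, and 0 in opposite directions. The count was 47, 44 and 93 without scrambled replicates 1, 2 and 3, 65, 65 and 73 without combination 1 replicates 1, 2 and 3, and 59 and 52 without combination 2 replicates 1 and 2. Independent lists of these sizes would share 2.15 genes, a value that leaves out the shared controls, and unchanged groups simulated against shared controls gave 0, a value that leaves out the effects. Neither gives the overlap of separate effects measured against the same controls, so part of the excess of shared genes over 2.15 may come from the 3 scrambled arrays that both comparisons use. Over all genes, the log2 fold changes had a correlation of 0.62 (simulated 0.499) and a covariance of 0.0195 (simulated 0.009).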

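Several genes of mitosis and its checkpoint were lower with YAP/TAZ siRNA combination 1. BUB1 and BUB1B, kinases of the spindle checkpoint, had log2 fold changes of −0.47 (standard error 0.066, n = 3 arrays per condition, adjusted p = 0.0126 from limma) and −0.53 (adjusted p = 0.0218). CCNB1, the mitotic cyclin B1, had −0.49 (adjusted p = 0.0120), CDK2, a kinase of the G1/S transition, −0.39 (adjusted p = 0.0179) and PLK1, a mitotic kinase, −0.50 (adjusted p = 0.0482). CDKN2B, which encodes an inhibitor of CDK4 and CDK6, rose by 0.39 (adjusted p = 0.00866). RB1 and RBL2, which restrain the cell cycle, fell as well, by 0.48 and 0.54 on the log2 scale.

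Of 122 cell cycle genes, 13 were lower and 1 was higher with combination 1 (32 lower and 6 higher when adjusted over the list alone, camera adjusted p = 3.14e-08). The call was lost at adjusted p = 0.060 with an estimated correlation. Of 36 DNA replication genes, 0 passed the test over all genes and 6 were lower when adjusted over the list alone (median log2 fold change −0.12, camera adjusted p = 1.10e-07, and adjusted p = 0.0367 with an estimated correlation). MCM5, a helicase subunit, had a log2 fold change of −0.41 (adjusted p = 0.0788) and PRIM1, a primase subunit, −0.33 (adjusted p = 0.0727). The helicase subunits MCM3 and MCM7, which the study took to qPCR, had −0.12 (adjusted p = 0.330) and −0.13 (adjusted p = 0.393).

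With combination 2, 5 cell cycle genes were lower and 0 higher (15 lower and 1 higher when adjusted over the list alone, camera adjusted p = 7.25e-04, and adjusted p = 0.309 with an estimated correlation). SKP2, a ubiquitin ligase subunit, fell by 0.98 on the log2 scale and CDC25A, a phosphatase that activates CDKs, by 0.91. SKP2 differed between the combinations (adjusted p = 0.00127), as did CDC25A (adjusted p = 0.0130) and RBL2 (adjusted p = 0.0389). The DNA replication list did not pass the test with combination 2 (median −0.025, camera adjusted p = 0.265).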

Among the 10 KEGG IDs with lowest *normalized enrichment scores* (NES), the categories cell cycle (hsa04110; Fig. 4b) and DNA replication (hsa03030, Supplementary Figure S3A) confirmed a direct impact of YAP and TAZ on cell proliferation as already described for hepatocytes and other cell types. 

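Of the DNA repair genes listed, FANCI and GTF2H2 were lower with YAP/TAZ siRNA combination 1. FANCI, which acts in repair of crosslinked DNA, had a log2 fold change of −0.33 (standard error 0.056, n = 3 arrays per condition, adjusted p = 0.0278 from limma). GTF2H2, a subunit of the repair and transcription factor TFIIH, had −0.85 (standard error 0.15, adjusted p = 0.0328). BRCA1 and XRCC2, which act in homologous recombination, had −0.29 (adjusted p = 0.0625) and −0.29 (adjusted p = 0.0526), and EXO1, an exonuclease of mismatch repair, −0.30 (adjusted p = 0.0770).

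Of 38 homologous recombination genes, 0 passed the test over all genes and 3 were lower when adjusted over the list alone (camera adjusted p = 5.07e-05, and adjusted p = 0.144 with an estimated correlation). Of 46 Fanconi anemia pathway genes, 1 was lower (2 lower and 1 higher when adjusted over the list alone, camera adjusted p = 5.07e-05, and adjusted p = 0.198 with an estimated correlation). Of 21 mismatch repair genes, 0 passed and 2 were lower when adjusted over the list alone (camera adjusted p = 5.69e-05, and adjusted p = 0.105 with an estimated correlation). Of 43 nucleotide excision repair genes, 1 was lower (4 when adjusted over the list alone, camera adjusted p = 3.83e-05, and adjusted p = 0.0465 with an estimated correlation). The lists overlap, and of the mismatch repair genes 16 are also DNA replication genes. So are 19 of the nucleotide excision repair genes, 9 of the homologous recombination genes and 4 of the Fanconi anemia genes.

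With combination 2, homologous recombination (camera adjusted p = 0.838), Fanconi anemia (adjusted p = 0.833), mismatch repair (adjusted p = 0.411) and nucleotide excision repair (adjusted p = 0.0855) did not pass the test.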

Importantly, 5/10 categories with significant NES were also associated with processes involved in DNA repair (DNA replication, homologous recombination, Fanconi anemia pathway, mismatch repair, and nucleotide excision repair), strongly suggesting that aberrant YAP/TAZ expression could be involved in the accumulation of mutations and genomic alterations. Lastly, several genes involved in Hippo pathway signaling were regulated upon YAP/TAZ silencing (NES: − 2.6; *p* ≤ 0.0014), pointing to the existence of feedback mechanisms acting on the Hippo/YAP/TAZ pathway (Supplementary Figure S3A). 

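Genes of Hippo signaling that fell with YAP/TAZ siRNA combination 1 were NF2, which encodes the upstream regulator Merlin, with a log2 fold change of −0.46 (standard error 0.060, n = 3 arrays per condition, adjusted p = 0.00866 from limma), and AMOTL2, which binds and sequesters YAP, with −0.34 (adjusted p = 0.0330). AJUBA, which inhibits the LATS kinases, had −0.31 (adjusted p = 0.0620), LATS2, a kinase of YAP and TAZ, −0.25 (adjusted p = 0.0755) and TEAD4, a DNA-binding partner of YAP and TAZ, −0.17 (adjusted p = 0.313).

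Of 39 Hippo signaling genes other than the siRNA targets, 2 were lower and 0 higher with combination 1 (10 lower and 2 higher when adjusted over the list alone, median −0.022, camera adjusted p = 0.0136). The call was lost at adjusted p = 0.0659 with an estimated correlation. That correlation was −0.00121, below the preset 0.01, so the loss does not show that these genes move together between arrays. With combination 2, 5 were lower and 0 higher (7 lower and 1 higher when adjusted over the list alone, camera adjusted p = 6.73e-04, and adjusted p = 0.0485 with an estimated correlation). NF2 then fell by 0.56 on the log2 scale and AMOTL2 by 0.62. The list did not pass the test of the difference between the combinations (adjusted p = 0.0894). The normalized enrichment score of the list with combination 1 was −1.93. From the repair categories the paper proposes that YAP/TAZ could take part in the accumulation of genomic alterations, and from the Hippo signaling genes it proposes feedback on the pathway.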

The regulatory impact of YAP/TAZ on selected candidates associated with cell cycle control (CDK2, PLK1), DNA replication (MCM3, MCM7) and Hippo signaling (AJUBA, TEAD4) was confirmed in different CCA cell lines after combined YAP/TAZ silencing (Fig. 4c, Supplementary Figure S3B), illustrating that these target gene effects were not restricted to HUCCT-1 cells.

**Fig. 4:**
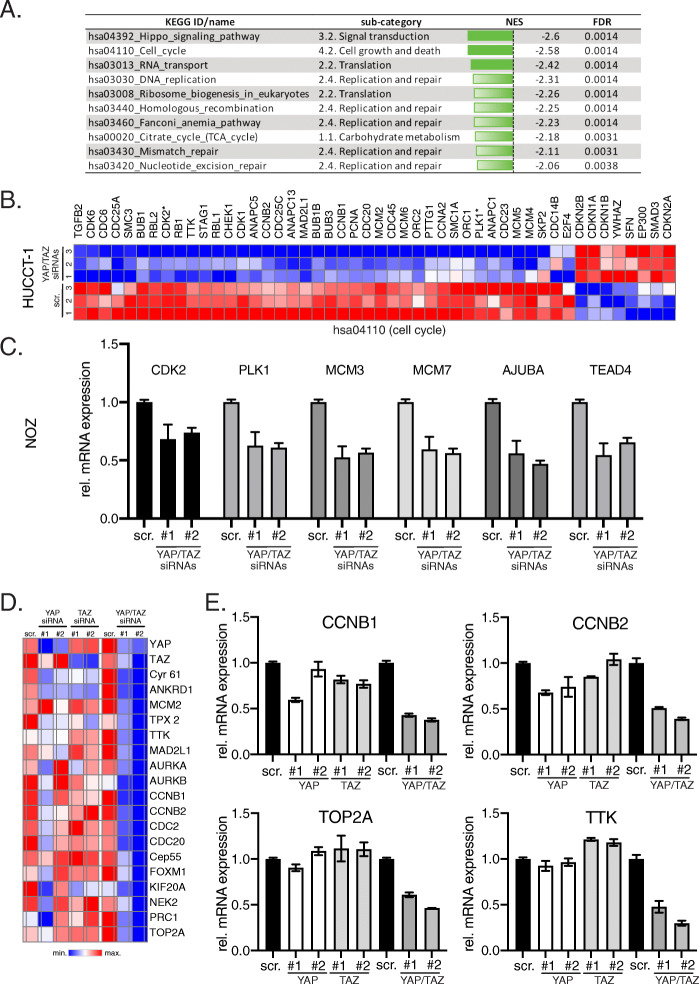
YAP/TAZ control proliferation- and CIN-associated genes in CCA cells. **A** List of identified KEGG pathways and sub-categories with lowest NES after combined YAP/TAZ inhibition in HUCCT-1 cells (FDR ≤ 0.05). **B** Heatmap summarizing significantly regulated genes of ‘cell cycle’ (hsa04110) after combined YAP/TAZ inhibition in HUCCT-1 cells (FDR ≤ 0.05). Genes not significantly regulated are excluded. Genes that were used for independent qPCR confirmation are indicated (*). **C** Independent confirmatory qPCR experiment in NOZ cells with genes identified in the KEGG pathways cell cycle (hsa04110; CDK2, PLK1), DNA replication (hsa03030; MCM3, MCM7) and Hippo signaling pathway (hsa04392; AJUBA, TEAD4). **D** Heatmap summarizing qPCR results from 16 genes that are part of the CIN25 signature in HUCCT-1 cells. CYR61 and ANKRD1 served as positive controls. Two YAP- and TAZ-specific siRNAs were transfected individually and in combination. **E** Exemplary bar graphs for the CIN signature genes CCNB1, CCNB2, TOP2A and TTK in HUCCT-1 cells after YAP/TAZ inhibition

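The 48 genes shown for the cell cycle were compared by direction with YAP/TAZ siRNA combination 1. Of the 40 shown as lower, 40 had a negative log2 fold change, and of the 8 shown as higher, 8 had a positive one. These genes were chosen on these arrays, so the tally is not independent evidence of their direction. At an adjusted p under 0.05 from limma, 13 of the 40 were lower and 1 of the 8 was higher. With combination 2, 36 of the 40 had a negative and 8 of the 8 a positive log2 fold change, and 4 passed the test. Both combinations are compared with the same scrambled arrays, so signs agree in part without an effect. In simulated unchanged groups 66.7% of all genes had the same sign in both. This share is not a baseline for these 48 genes, which were chosen for a change against these same controls. Choosing them so can raise the share, by an amount not simulated, and the signs with combination 2 are little evidence of an effect. CDC20, an activator of the anaphase-promoting complex, fell by 0.57 on the log2 scale with combination 1 (adjusted p = 0.0220), TTK, a checkpoint kinase, by 0.70 (adjusted p = 0.0252) and CDC25C, a phosphatase that activates CDK1, by 0.39 (adjusted p = 0.0387). CDK6, a kinase of the G1 phase, fell by 0.29 (adjusted p = 0.0360). The count of these genes called with combination 1, 14, became 1 without scrambled replicate 1, 0 without scrambled replicate 2, 9 without scrambled replicate 3, and 4, 7 and 2 without combination 1 replicates 1, 2 and 3.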

Because the transcriptome data suggested that YAP/TAZ silencing may affect the abundance of genomic alterations, we hypothesized that both factors contribute to CIN in CCA. Indeed, YAP activation has been described as inducer of CIN in hepatocyte- and cholangiocyte-derived tumors [3, 24]. This association was illustrated by the presence of a so-called CIN gene signature (CIN25) in independent mouse models with YAP-associated tumor development [3, 18, 24]. Since our expression profiling approach used a YAP/TAZ siRNA combination, we assessed whether YAP or TAZ alone could control the expression of these genes in CCA cells. For this purpose, we analyzed a panel of 16 CIN-associated genes (e.g., AURKA, AURKB, CCNB1, CCNB2, FOXM1) after individual and combined YAP/TAZ silencing using different siRNAs in HUCCT-1 cells [3, 18]. Indeed, qPCR analyses revealed that only the combined inhibition of YAP and TAZ led to a prominent reduction of all investigated CIN signature genes, while the known YAP/TAZ target genes CYR61 and ANKRD1 were already consistently diminished after single YAP or TAZ inhibition (Fig. 4d/e). The strong effects of combined YAP/TAZ silencing on CIN-associated target genes suggested that YAP/TAZ co-expression is of special importance for the induction of CIN and therefore may facilitate a selection advantage for cholangiocyte-derived tumor cells.

In sum, these results illustrate cooperative YAP/TAZ-dependent control of genes that are critical for the induction of CIN in tumorigenesis.

### The presence of YAP-induced CIN genes correlates with poor clinical outcome

The fact that YAP/TAZ cooperate in the regulation of CIN genes was surprising, since a prominent YAP/TAZ co-induction was detectable only in few cases of human CCA samples (Fig. 1). We hypothesized that YAP/TAZ co-expression may provide a growth advantage for distinct CCA cells, which are prone to the development of CIN.

For this reason, we tested whether YAP or TAZ expression in CCA subtypes was associated with the abundance of phosphorylated H2AX (pH2AX), which is a marker for DNA double strand breaks and genomic instability [25]. IHC stains followed by statistical comparison revealed that for nuclear YAP expression a significant correlation was detected in iCCA and dCCA samples (iCCA: *r* = 0.34, dCCA: *r* = 0.32; *p* ≤ 0.001), while no significant association was observed for TAZ in all CCA subtypes (Fig. 5a). These results would argue for a less pronounced role of TAZ in a tissue context.

**Fig. 5:**
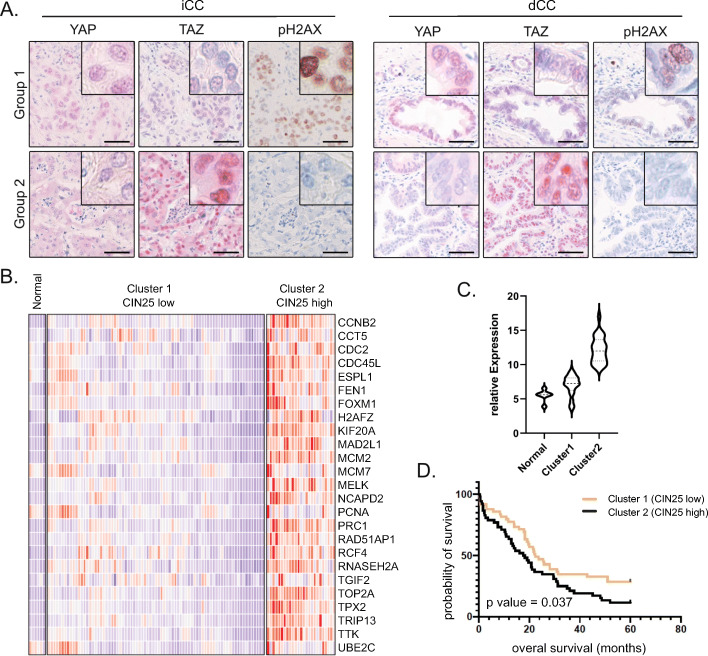
Nuclear YAP enrichment and activity associate with the CIN marker pH2AX and poor clinical outcome. **A** Examples for YAP, TAZ and pH2AX positivity in human iCCA and dCCA cohorts. Bars: 50 μm. **B** Heatmap summarizing the expression of all CIN25 gene signature genes in an iCCA patient cohort. Expression data was divided into 3 groups by using the k-mean clustering algorithm (normal, cluster 1 and cluster 2). **C** Distribution of CIN25 gene signature is illustrated by the CIN gene score in normal bile duct tissue (Normal), Cluster 1 (low CIN gene signature score) and Cluster 2 (high CIN gene signature score). **D** Differences in overall survival of iCCA patients after median clustering of patients based on high or low relative expression of the CIN25 signature. Statistical test: Log-rank (Mantel-Cox)

To corroborate the clinical relevance of the described YAP-induced CIN25 gene signature, we analyzed an independent cohort of 104 iCCA patients [17]. Indeed, in comparison to normal bile duct tissue, 25% of all patient samples presented a strong enrichment of 25 CIN genes (Fig. 5b). To correlate the presence of CIN genes with patient survival, we calculated a gene signature score that included all CIN25 genes in a balanced manner (Fig. 5c). The results illustrated that the presence of the CIN signature indeed significantly correlated with worse clinical outcome (Fig. 5d).

Together, these results illustrate that a YAP-induced CIN signature is detectable in a subgroup of iCCA patients, which correlates with poor clinical outcome.

## Discussion

Dysregulation of the Hippo signaling pathway and its two transcriptional downstream effectors YAP and TAZ is important for the development of different pathologies in multiple tissues [1, 26]. For the liver it has been demonstrated that YAP and TAZ activation control cellular stemness and influence tumor cell fate as well as genomic integrity. Due to its impact on these tumor-relevant processes, its dysregulation contributes to the development of different tumor types [4]. In this context, subcellular localization and activity of the oncogenes YAP/TAZ are controlled by a central kinase cassette consisting of MST1/2 and LATS1/2 with direct impact on cell biology via the regulation of common YAP/TAZ transcriptional targets [7, 27]. Although YAP and TAZ share most of their transcriptional program, knock-out studies demonstrated different phenotypes in mice, strongly suggesting also exclusive functions of YAP and TAZ [28, 29]. Additionally, YAP and TAZ do not equally contribute to e.g., breast cancer and liver fibrosis in nonalcoholic steatohepatitis [4, 30], further substantiating the idea that both factors must be comparatively investigated under distinct disease conditions. Because a comprehensive analysis of YAP/TAZ expression in CCA and its subtypes (iCCA, pCCA and dCCA) is missing, we decided to characterize the nuclear and cytoplasmic abundance of both factors in recently published cohorts [16].

While no substantial differences between the investigated subtypes regarding nuclear YAP/TAZ enrichment were detected, YAP/TAZ co-expression in only a minority of CCA cases caught our attention. Importantly, all investigated cholangiocyte-derived tumor cell lines showed either a prominent co-expression of both factors or no YAP/TAZ expression, which suggested that the presence of YAP/TAZ could facilitate a growth/selection advantage for these cells. Those CCA cells without YAP/TAZ expression may have developed Hippo/YAP/TAZ-independent mechanisms allowing them to grow outside the tissue context. Another conclusion of our findings is that especially at the tissue level, YAP and TAZ are regulated by distinct molecular mechanisms. This is illustrated by the fact that for up to 49.2% of all CCAs an exclusive nuclear YAP or TAZ expression was detectable. Possible molecular mechanisms for the differential abundance of YAP and TAZ have not been investigated in detail; however, previous results suggested that YAP and TAZ stability could explain this observation [31, 32].

Our results are pointing to an important role of YAP, and potentially TAZ, in the regulation of CIN in CCA cells. We show that YAP not only correlates with positivity of the genomic instability marker pH2AX in CCA tissues but also that YAP and TAZ cooperate in the regulation of the CIN25 gene signature [18]. This conclusion was confirmed by previous findings illustrating that YAP physically interacts with the transcription factor FOXM1 to drive the expression of CIN genes in HCC [3, 23]. Importantly, similar mechanisms for YAP-dependent CIN induction have been described for a syngeneic orthotopic CCA model [24]. Although, to our knowledge, a direct link between TAZ and CIN development has not been described, several lines of evidence for the upstream Hippo kinase cassette further suggest the relevance of the Hippo/YAP/TAZ signaling axis in CIN. For example, inactivation of the serine/threonine kinase LATS1, which directly phosphorylates/inactivates YAP and TAZ, caused CIN and tumor formation [33]. Equally, MST1 - also known as *serine/threonine kinase 4* (STK4) - has been described as critical factor for the maintenance of genomic integrity in lymphoma [34]. If YAP and TAZ equally contribute to the regulation of CIN-relevant genes (as illustrated for the CCA cell lines) or if YAP is a denominator for this phenotype as indicated by the association between nuclear YAP and pH2AX in CCA tissue, should be investigated in future studies.

Although, iCCA, pCCA and dCCA differ regarding risk factors, epidemiology and prognosis [35], no obvious differences for YAP and/or TAZ expression and dynamic shuttling were detectable in our study. However, an important finding is that all investigated subtypes show significant nuclear YAP, TAZ or YAP/TAZ expression to a comparable extent, which qualifies them as eligible for YAP/TAZ-directed therapies. Indeed, first studies already illustrated that Verteporfin, which affects YAP/TEAD and TAZ/TEAD interactions or Thiostrepton, which inhibits FOXM1 could partly abolish YAP-induced effects in vitro and in vivo [3, 24, 36]. In addition, several novel drugs that disturb YAP/TAZ interaction with TEAD are currently investigated. For example, specific targeting of the TEAD lipid pocket disrupts TEAD S-palmitoylation, which reduces its transcriptional activity in a dominant-negative manner [37]. It is therefore tempting to speculate that both CCAs with exclusive nuclear YAP or TAZ accumulation and CCAs with cooperative mutual nuclear YAP/TAZ enrichment could benefit from these innovative treatment strategies in the future.

## Conclusions

Nuclear YAP and TAZ are expressed in all investigated CCA subtypes with comparable frequency. Although, YAP and TAZ are controlled by identical upstream kinases, their co-expression is detectable with lower frequency. This points to the existence of YAP- and TAZ-specific molecular mechanisms that differentially control their subcellular localization (e.g., varying shuttling dynamics from the cytoplasm to the nucleus). YAP/TAZ cooperatively control genes involved in proliferation as well as CIN. Because the presence of YAP/TAZ-induced CIN genes signatures define CCA patients with poor clinical outcome, this group may especially benefit from novel YAP/TAZ-directed therapies, which are currently developed.

## Supplementary Information

**Additional file 1: Figure S1.** YAP and TAZ shuttle in HuH-28 and G415 cells in a cell density-dependent manner

**Additional file 2: Figure S2.** Function of YAP/TAZ expression in HuH-28 and G415 cells

**Additional file 3: Figure S3.** Expression analysis of CCA cell lines after YAP/TAZ inhibition

**Additional file 4: Suppl. Table S1.** iCCA, dCCA and pCCA cohorts

**Additional file 5: Suppl. Table S2.** Primers and antibodies used in this study

## Data Availability

Raw and normalized data were deposited in the Gene Expression Omnibus database (available: http://www.ncbi.nlm.nih.gov/geo/; accession number: GSE172135).

## Abbreviations

CCA: Cholangiocarcinoma
CIN: Chromosomal instability
CTGF: Connective tissue growth factor
CYR61: Cysteine-rich heparin-binding protein 61
dCCA: distal cholangiocarcinoma
eCCA: extrahepatic cholangiocarcinoma
FOXM1: Forkhead box M1
HCC: Hepatocellular carcinoma
iCCA: intrahepatic cholangiocarcinoma
MCM2: Minichromosome maintenance complex component-2
MST1/2: Mammalian STE20-like protein kinase (MST)-1/2
pCCA: perihilar cholangiocarcinoma
pH2AX: phospho-H2A histone family member X
TAZ: WWTR1, WW domain containing transcription regulator 1
TEAD: TEA domain transcription factors
YAP: Yes-associated protein

## References

[1] Zhao B, Tumaneng K, Guan KL (2011). The hippo pathway in organ size control, tissue regeneration and stem cell self-renewal. Nat Cell Biol.

[2] Eisinger-Mathason TS, Mucaj V, Biju KM, Nakazawa MS, Gohil M, Cash TP, Yoon SS, Skuli N, Park KM, Gerecht S (2015). Deregulation of the hippo pathway in soft-tissue sarcoma promotes FOXM1 expression and tumorigenesis. Proc Natl Acad Sci U S A.

[3] Weiler SME, Pinna F, Wolf T, Lutz T, Geldiyev A, Sticht C, Knaub M, Thomann S, Bissinger M, Wan S, Rössler S, Becker D, Gretz N, Lang H, Bergmann F, Ustiyan V, Kalin TV, Singer S, Lee JS, Marquardt JU, Schirmacher P, Kalinichenko VV, Breuhahn K (2017). Induction of chromosome instability by activation of yes-associated protein and Forkhead box M1 in liver Cancer. Gastroenterology.

[4] Zanconato F, Cordenonsi M, Piccolo S (2016). YAP/TAZ at the roots of Cancer. Cancer Cell.

[5] Patel SH, Camargo FD, Yimlamai D (2017). Hippo signaling in the liver regulates organ size, cell fate, and carcinogenesis. Gastroenterology.

[6] Wang H, Wang J, Zhang S, Jia J, Liu X, Zhang J, Wang P, Song X, Che L, Liu K, Ribback S, Cigliano A, Evert M, Wu H, Calvisi DF, Zeng Y, Chen X (2020). Distinct and overlapping roles of hippo effectors YAP and TAZ during human and mouse Hepatocarcinogenesis. Cell Mol Gastroenterol Hepatol.

[7] Weiler SME, Lutz T, Bissinger M, Sticht C, Knaub M, Gretz N, Schirmacher P, Breuhahn K (2020). TAZ target gene ITGAV regulates invasion and feeds back positively on YAP and TAZ in liver cancer cells. Cancer Lett.

[8] Li H, Wolfe A, Septer S, Edwards G, Zhong X, Abdulkarim AB, Ranganathan S, Apte U (2012). Deregulation of hippo kinase signalling in human hepatic malignancies. Liver Int.

[9] Marti P, Stein C, Blumer T, Abraham Y, Dill MT, Pikiolek M, Orsini V, Jurisic G, Megel P, Makowska Z, Agarinis C, Tornillo L, Bouwmeester T, Ruffner H, Bauer A, Parker CN, Schmelzle T, Terracciano LM, Heim MH, Tchorz JS (2015). YAP promotes proliferation, chemoresistance, and angiogenesis in human cholangiocarcinoma through TEAD transcription factors. Hepatology.

[10] Pei T, Li Y, Wang J, Wang H, Liang Y, Shi H, Sun B, Yin D, Sun J, Song R, Pan S, Sun Y, Jiang H, Zheng T, Liu L (2015). YAP is a critical oncogene in human cholangiocarcinoma. Oncotarget.

[11] Sugimachi K, Nishio M, Aishima S, Kuroda Y, Iguchi T, Komatsu H, Hirata H, Sakimura S, Eguchi H, Bekki Y, Takenaka K, Maehara Y, Suzuki A, Mimori K (2017). Altered expression of hippo signaling pathway molecules in intrahepatic cholangiocarcinoma. Oncology.

[12] Wu H, Liu Y, Jiang XW, Li WF, Guo G, Gong JP, Ding X (2016). Clinicopathological and prognostic significance of yes-associated protein expression in hepatocellular carcinoma and hepatic cholangiocarcinoma. Tumour Biol.

[13] Lu L, Finegold MJ, Johnson RL (2018). Hippo pathway coactivators yap and Taz are required to coordinate mammalian liver regeneration. Exp Mol Med.

[14] Calses PC, Crawford JJ, Lill JR, Dey A (2019). Hippo pathway in Cancer: aberrant regulation and therapeutic opportunities. Trends Cancer.

[15] Johnson R, Halder G (2014). The two faces of hippo: targeting the hippo pathway for regenerative medicine and cancer treatment. Nat Rev Drug Discov.

[16] Albrecht T, Rausch M, Rossler S, Albrecht M, Braun JD, Geissler V, Mehrabi A, Vogel MN, Pathil-Warth A, Mechtersheimer G (2019). HER2 gene (ERBB2) amplification is a rare event in non-liver-fluke associated cholangiocarcinogenesis. BMC Cancer.

[17] Andersen JB, Thorgeirsson SS (2012). Genetic profiling of intrahepatic cholangiocarcinoma. Curr Opin Gastroenterol.

[18] Carter SL, Eklund AC, Kohane IS, Harris LN, Szallasi Z (2006). A signature of chromosomal instability inferred from gene expression profiles predicts clinical outcome in multiple human cancers. Nat Genet.

[19] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[20] Arganda-Carreras I, Kaynig V, Rueden C, Eliceiri KW, Schindelin J, Cardona A, Sebastian SH (2017). Trainable Weka segmentation: a machine learning tool for microscopy pixel classification. Bioinformatics.

[21] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[22] Halder G, Dupont S, Piccolo S (2012). Transduction of mechanical and cytoskeletal cues by YAP and TAZ. Nat Rev Mol Cell Biol.

[23] Wei T, Weiler SME, Toth M, Sticht C, Lutz T, Thomann S, De La Torre C, Straub B, Merker S, Ruppert T (2019). YAP-dependent induction of UHMK1 supports nuclear enrichment of the oncogene MYBL2 and proliferation in liver cancer cells. Oncogene.

[24] Rizvi S, Fischbach SR, Bronk SF, Hirsova P, Krishnan A, Dhanasekaran R, Smadbeck JB, Smoot RL, Vasmatzis G, Gores GJ (2018). YAP-associated chromosomal instability and cholangiocarcinoma in mice. Oncotarget.

[25] Valdiglesias V, Giunta S, Fenech M, Neri M, Bonassi S (2013). gammaH2AX as a marker of DNA double strand breaks and genomic instability in human population studies. Mutat Res.

[26] Manno G, Filorizzo C, Fanale D, Brando C, Di Lisi D, Lunetta M, Bazan V, Russo A, Novo G (2021). Role of the HIPPO pathway as potential key player in the cross talk between oncology and cardiology. Crit Rev Oncol Hematol.

[27] Zanconato F, Forcato M, Battilana G, Azzolin L, Quaranta E, Bodega B, Rosato A, Bicciato S, Cordenonsi M, Piccolo S (2015). Genome-wide association between YAP/TAZ/TEAD and AP-1 at enhancers drives oncogenic growth. Nat Cell Biol.

[28] Makita R, Uchijima Y, Nishiyama K, Amano T, Chen Q, Takeuchi T, Mitani A, Nagase T, Yatomi Y, Aburatani H, Nakagawa O, Small EV, Cobo-Stark P, Igarashi P, Murakami M, Tominaga J, Sato T, Asano T, Kurihara Y, Kurihara H (2008). Multiple renal cysts, urinary concentration defects, and pulmonary emphysematous changes in mice lacking TAZ. Am J Physiol Renal Physiol.

[29] Morin-Kensicki EM, Boone BN, Howell M, Stonebraker JR, Teed J, Alb JG, Magnuson TR, O'Neal W, Milgram SL (2006). Defects in yolk sac vasculogenesis, chorioallantoic fusion, and embryonic axis elongation in mice with targeted disruption of Yap65. Mol Cell Biol.

[30] Wang X, Zheng Z, Caviglia JM, Corey KE, Herfel TM, Cai B, Masia R, Chung RT, Lefkowitch JH, Schwabe RF, Tabas I (2016). Hepatocyte TAZ/WWTR1 promotes inflammation and fibrosis in nonalcoholic steatohepatitis. Cell Metab.

[31] Azzolin L, Zanconato F, Bresolin S, Forcato M, Basso G, Bicciato S, Cordenonsi M, Piccolo S (2012). Role of TAZ as mediator of Wnt signaling. Cell.

[32] Liu CY, Zha ZY, Zhou X, Zhang H, Huang W, Zhao D, Li T, Chan SW, Lim CJ, Hong W, Zhao S, Xiong Y, Lei QY, Guan KL (2010). The hippo tumor pathway promotes TAZ degradation by phosphorylating a phosphodegron and recruiting the SCF {beta}-TrCP E3 ligase. J Biol Chem.

[33] Yabuta N, Mukai S, Okamoto A, Okuzaki D, Suzuki H, Torigata K, Yoshida K, Okada N, Miura D, Ito A, Ikawa M, Okabe M, Nojima H (2013). N-terminal truncation of Lats1 causes abnormal cell growth control and chromosomal instability. J Cell Sci.

[34] Kim TS, Lee DH, Kim SK, Shin SY, Seo EJ, Lim DS (2012). Mammalian sterile 20-like kinase 1 suppresses lymphoma development by promoting faithful chromosome segregation. Cancer Res.

[35] Banales JM, Marin JJG, Lamarca A, Rodrigues PM, Khan SA, Roberts LR, Cardinale V, Carpino G, Andersen JB, Braconi C, Calvisi DF, Perugorria MJ, Fabris L, Boulter L, Macias RIR, Gaudio E, Alvaro D, Gradilone SA, Strazzabosco M, Marzioni M, Coulouarn C, Fouassier L, Raggi C, Invernizzi P, Mertens JC, Moncsek A, Rizvi S, Heimbach J, Koerkamp BG, Bruix J, Forner A, Bridgewater J, Valle JW, Gores GJ (2020). Cholangiocarcinoma 2020: the next horizon in mechanisms and management. Nat Rev Gastroenterol Hepatol.

[36] Camargo FD, Gokhale S, Johnnidis JB, Fu D, Bell GW, Jaenisch R, Brummelkamp TR (2007). YAP1 increases organ size and expands undifferentiated progenitor cells. Curr Biol.

[37] Holden JK, Crawford JJ, Noland CL, Schmidt S, Zbieg JR, Lacap JA, Zang R, Miller GM, Zhang Y, Beroza P, Reja R, Lee W, Tom JYK, Fong R, Steffek M, Clausen S, Hagenbeek TJ, Hu T, Zhou Z, Shen HC, Cunningham CN (2020). Small molecule dysregulation of TEAD Lipidation induces a dominant-negative inhibition of hippo pathway signaling. Cell Rep.

# Supplementary material for: Co-expression of YAP and TAZ associates with chromosomal instability in human cholangiocarcinoma
**Source:** BMC Cancer. 2021 Oct 6;21:1079. doi: 10.1186/s12885-021-08794-5
**Supplement:** Supplementary file 4 — Additional file 4: Suppl. Table S1. iCCA, dCCA and pCCA cohorts

iCCA

| **Clinicopathological Features** | **No. of patients (Total No. = 152)** |
| --- | --- |
| Age (yr)  Mean 61,2  Minimum 30,8  Maximum 86,2 |  |
| Sex  Men  Women | 55,9% (85/152)  44,1% (69/152) |
| T status  T1a  T1b  T2  T3  T4 | 10,5% (16/152)  2,0% (3/152)  59,9% (91/152)  17,7% (27/152)  9,9% (15/152) |
| N status  Nx  N0  N1 | 46,7% (71/152)  30,3% (46/152)  23,0% (35/152) |
| M status  M0  M1 | 96,7% (147/152)  3,3% (5/152) |
| Grading  G1  G2  G3  G4 | 5,9% (9/152)  64,5% (98/152)  27,6% (42/152)  2,0% (3/152) |
| UICC stage  IA  IB  II  IIIA  IIIB  IV  Overal survival (yr)  Mean 2,5  Minimum 0,0  Maximum 11,5  Subtype  Small duct  Large duct | 6,1% (5/82)  0% (0/82)  36,6% (30/82)  9,7% (8/82)  41,5% (34/82)  6,1% (5/82)  60% (91/152)  40% (61/152) |
|  |  |

pCCA

| **Clinicopathological Features** | **No. of patients (Total No. = 155)** |
| --- | --- |
| Age (yr)  Mean 65,2  Minimum 24,4  Maximum 84,3 |  |
| Sex  Men  Women | 67,7% (105/155)  32,3% (50/155) |
| T status  T1  T2a  T2b  T3  T4 | 1,3% (2/155)  27,7% (43/155)  51,0% (79/155)  11,6% (18/155)  8,4% (13/155) |
| N status  Nx  N0  N1 | 16,1% (25/155)  49,7% (77/155)  34,2% (53/155) |
| M status  M0  M1 | 96,1% (149/155)  3,9% (6/155) |
| Grading  G1  G2  G3  G4 | 5,2% (8/155)  73,5% (114/155)  21,3% (33/155)  0% (0/155) |
| UICC stage  I  II  III  IV  Overal survival (yr)  Mean 1,9  Minimum 0,0  Maximum 13,6 | 1,5% (2/131)  48,1% (63/131)  45,8% (60/131)  4,6% (6/131) |

dCCA

| **Clinicopathological Features** | **No. of patients (Total No. = 126)** |
| --- | --- |
| Age (yr)  Mean 68,1  Minimum 19,3  Maximum 88,2 |  |
| Sex  Men  Women | 72,2% (91/126)  27,8% (35/126) |
| T status  T1  T2  T3  T4 | 4% (5/125)  19,2% (24/125)  71,2% (89/125)  5,6% (7/125) |
| N status  Nx  N0  N1 | 1,6% (2/126)  34,1% (43/126)  64,3% (81/126) |
| M status  M0  M1 | 94,4% (119/126)  5,6% (7/126) |
| Grading  G1  G2  G3  G4 | 0,8% (1/126)  66,7% (84/126)  32,5% (41/126)  0% (0/126) |
| UICC stage  I  II  III  IV  Overal survival (yr)  Mean 2,4  Minimum 0,0  Maximum 12,9 | 5,6% (7/125)  88% (100/125)  0,8% (1/125)  5,6% (7/125) |

# Supplementary material for: Co-expression of YAP and TAZ associates with chromosomal instability in human cholangiocarcinoma
**Source:** BMC Cancer. 2021 Oct 6;21:1079. doi: 10.1186/s12885-021-08794-5
**Supplement:** Supplementary file 5 — Additional file 5: Suppl. Table S2. Primers and antibodies used in this study

**Supplementary Table S2: List of used antibodies and primers**

| Primary Antibodies (clone) | Source/Company | Identifier |
| --- | --- | --- |
| Actin (C4) | MP Biomedicals (California, USA) | #8691002; RRID: AB_2335304 |
| Cyr61 (D4H5D) | Cell Signaling Technology (Danvers, USA) | #14479; RRID: AB_ 2798492 |
| GAPDH | Merck Millipore (Burlington, USA) | #AB2302; RRID: AB_ 10615768 |
| Ki-67 (MIB-1) | Dako (Hamburg, Germany) | M7240; RRID: AB_2142367 |
| MCM2 (D7G11) | Cell Signaling Technology | #3619; RRID: AB_2142137 |
| pH2AX | Cell Signaling Technology | #9718, RRID: AB_2118009 |
| TAZ for IHC | Abcam (Cambridge, UK) | ab110239, RRID: AB_2889399 |
| TAZ for WB | Cell Signaling Technology | #4883; RRID: AB_1904158 |
| TAZ for IF | Atlas Antibodies (Stockholm, Sweden) | HPA007415; RRID: AB_1080602 |
| YAP for IHC | Cell Signaling Technology | #4912, RRID: AB_2218911 |
| YAP for WB | Cell Signaling Technology | #4912; RRID: AB_2218911 |
| YAP for IF | Bethyl Laboratories (Montgomery, USA) | IHC-00665; RRID: AB_10953166 |

IHC - immunohistochemistry, WB - western immunoblotting, IF - immunofluorescence

| Secondary Antibodies | Source/Company | Identifier |
| --- | --- | --- |
| IRDye 680 LT anti-chicken IgG | Li-Cor Biosciences | #926-68028 |
| IRDye 680 LT anti-mouse IgG | Li-Cor Biosciences | #926-68022 |
| IRDye 800 C anti-rabbit IgG | Li-Cor Biosciences | #926-32213 |

How the deposited data were processed for this re-analysis (not part of the article)

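RNA of HUCCT-1 cells was measured on 9 arrays, 3 for each of scrambled siRNA, YAP/TAZ siRNA combination 1 and YAP/TAZ siRNA combination 2, 24 h after transfection with 40 nM siRNA. The deposited values are log2 signals per probe set that the authors annotated with custom CDF version 22 and background-corrected and normalized by RMA. The medians of the arrays lie between 5.835 and 5.839. Scrambled replicate 1 holds 29641 distinct values and each of the other 8 arrays 7528. No column was left out. Of 39334 probe sets, 37201 carry 1 gene symbol, of which 37154 matched the gene reference by Entrez identifier. The other 2133 probe sets were left out of the comparisons because their gene is not named here. Of those tested, 18215 are protein-coding genes, 10629 long non-coding RNAs and 6062 pseudogenes.

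The comparisons were fitted in R 4.3.3 with limma 3.58.1, as a model of 3 group means on all 9 arrays with moderated variances (prior degrees of freedom 2.56). The contrasts were combination 1 against scrambled siRNA, combination 2 against scrambled siRNA, the mean of both combinations against scrambled siRNA, and combination 2 minus combination 1. The p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Values of limma are log2 fold changes with moderated standard errors. Pairing of arrays by replicate number was checked and is not part of the model.

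Gene lists were tested with camera of limma at a preset correlation between genes of 0.01, and again with an estimated correlation, with p adjusted over the 31 lists. Normalized enrichment scores came from fgsea 1.28.0 on the moderated statistics, with a minimum set size of 5. The 31 lists were written from general knowledge of the pathways before the data were examined and are not a copy of a database release. They cover the 10 pathways of Fig. 4a, the CIN25 signature, the qPCR panel of chromosomal instability genes, known YAP/TAZ targets, a YAP/TAZ target signature, array-selected qPCR genes, kinetochore and spindle, histones, p53 targets, the type I interferon response, NF-kB cytokines, cholesterol synthesis, stress responses, glycolysis, actin cytoskeleton, immediate early genes, epithelial-mesenchymal transition, markers of epithelium, hepatocytes, fibroblasts and leukocytes, and ribosomal proteins. YAP1 and WWTR1 were kept out of the lists.

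Genes are named in the text by a rule set before the data were examined. It takes the siRNA targets, the genes that the paper names, the 10 largest increases and decreases per comparison with scrambled siRNA and the 5 largest each way between the combinations among genes with an adjusted p under 0.05 and no overlap between groups, and up to 4 members per list with the smallest p for combination 1. Uncharacterised loci may be left unnamed. Of the genes it takes, those that the paper shows only in Fig. 4b, Fig. 4d or a primer table and the members of lists are given in part by name and otherwise within counts. Genes of Fig. 4b were read from the picture and used for tallies of their directions and calls and of their overlap with the cell cycle list, not for a gene set test.

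The procedure was tested on simulated data with 200 changed genes in each of 5 draws, where 98.5% of genes changed by a log2 value of 2 were recovered and 5.61% of calls fell on unchanged genes. Overlaps between combinations were set beside 100 simulations of unchanged groups against shared controls. Alternatives were quantile normalization, median centring, leaving out the 40% of probe sets with the dimmest signal, variances with a trend and robust fit, an ordinary linear model, a replicate block, weights per array, only the 6 arrays compared, a log2 fold change of at least 1 in size, leaving out each array, other gene set tests and other versions of the lists. Added after seeing the data were all probe sets, protein-coding genes only, rounding of scrambled replicate 1, and an unadjusted p for the genes of Fig. 4b. Experiments by qPCR, viability tests, tissue stains and patient cohorts were not analysed here.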

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

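The tests of other splits of the arrays, of leukocyte markers, of shared siRNAs, of the loss of YAP/TAZ activity and of the estimated correlation were chosen only after the result was seen. The test without combination 2 replicate 3 was written before.

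Combination 2, which the paper's text on the arrays does not report, changed 279 genes against scrambled siRNA. The combinations differed from each other in 124 genes by a direct test of the difference, 36 higher and 88 lower with combination 2. The count of 279 was 95, 85 and 156 without scrambled replicates 1, 2 and 3, 155, 133 and 142 without combination 1 replicates 1, 2 and 3, and 101 and 81 without combination 2 replicates 1 and 2. The count of 124 was 81 and 75 without scrambled replicates 1 and 2, 61, 56 and 48 without combination 1 replicates 1, 2 and 3, and 70 and 56 without combination 2 replicates 1 and 2. Other splits of 3 arrays against 3 number 10 with the real one, too few for a share under 0.05. The real split and the highest of the others gave 563 and 0 genes for combination 1, 279 and 1 for combination 2, and 124 and 0 for the difference. For the 6 silenced arrays against the 3 scrambled arrays, fitted as 2 groups, 1 of 84 splits reached the real count of 265, the real one itself. The highest other split, the 3 combination 1 arrays against the rest, gave 126. The share is under 0.05, which makes chance unlikely there. The splits cannot tell silencing from another difference between the groups of arrays.

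Of 37 type I interferon response genes, which the paper does not discuss, 33 were higher with combination 1. Their mean log2 difference, combination 2 minus combination 1, was −0.922 (camera adjusted p = 6.43e-74, and adjusted p = 0.0161 with an estimated correlation). Immune cells in the cultures are argued against, since the leukocyte markers had a median log2 change of 0.0422 with combination 1, against 1.31 for the interferon list, and the largest was CD68 at 0.39. A stronger loss of YAP/TAZ activity with combination 1 is argued against by the mean of the YAP/TAZ target signature, which was lower in every combination 2 array than in every combination 1 array, by a log2 difference of −0.067 (standard error between arrays 0.0081, upper bound −0.0511). The criterion was changed after the value was seen, from a difference more than 2 standard errors below 0 to an upper bound under 0.0834, a set share of the change with combination 1, and the error, first taken over the genes of the signature (0.035, with which the first criterion is not met), was then taken between arrays, with which both are met. Of the 22 signature genes, 14 were lower and 8 higher with combination 2 than with combination 1 (median difference −0.042), and 1 passed the test. The mean thus does not hold for every gene. A response to the sequence of 1 siRNA of combination 1 cannot be told apart from other explanations, since the combinations share 0 siRNAs by the labels and no siRNA was measured alone on these arrays.

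DNA replication genes were on average 0.105 higher with combination 2 than with combination 1 on the log2 scale (camera adjusted p = 1.40e-06). An effect of combination 2 replicate 3, which stands apart on the second principal component, is argued against by an adjusted p of 2.16e-07 without it. Without combination 2 replicate 2, which stands apart on the third, it was 1.36e-05, and leaving out each array gave 2.16e-07 to 5.80e-05. With an estimated correlation the call was lost, at adjusted p = 0.0734, and the alternatives ranged from 2.16e-07 to 0.0734. With fry, which asks whether the genes of a list change at all and not whether they change more than other genes, the adjusted p was 0.00674. Known YAP/TAZ targets, with an estimated correlation of −0.0253, also lost their camera call for this difference, from adjusted p = 5.95e-04 to 0.0734. The loss thus does not show that DNA replication genes move together between arrays, and whether this accounts for the call stays open. A biological difference between the siRNA combinations stays open and was not tested.

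The CIN25 signature was on average 0.183 higher with combination 2 than with combination 1 (adjusted p = 2.38e-09, and adjusted p = 0.127 with an estimated correlation). NF-kB cytokines had a mean log2 difference, combination 2 minus combination 1, of −0.254 (adjusted p = 4.13e-13, and adjusted p = 0.0119 with an estimated correlation).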

How the results depend on the processing

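Alternatives with all probe sets, protein-coding genes only, rounding and an unadjusted p were chosen after seeing the data. YAP1 and WWTR1 kept their direction and passed the test under every alternative run. The counts of genes for combination 1, combination 2, both together, the difference and the same direction in both became 1067, 539, 1133, 226 and 315 without the dimmest 40% of probe sets, 1095, 733, 1215, 340 and 411 with protein-coding genes only (fewer genes tested), and 51, 14, 19, 19 and 5 at a log2 fold change of at least 1. Weights per array gave 981, 423, 957 and 253 for all but the difference. A trend and robust fit gave 425 for combination 2 and 187 for the difference, the ordinary linear model 73 for the difference, and the 6 arrays compared alone 55 for combination 2. For the moves other than those from fewer genes tested or a stricter threshold, the cause was not tested. Leaving out each array gave 196 to 730 for combination 1, 81 to 358 for combination 2, 198 to 867 for both together, 48 to 124 for the difference and 44 to 181 in the same direction. The highest values, without combination 2 replicate 3, are at or above the counts with all arrays. The arrays are named beside the counts of each combination. Quantile normalization and median centring have little to act on, since the values are already normalized.

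Of 23 lists called with combination 1, 9 were called with an estimated correlation, where the adjusted p was 0.060 for cell cycle, 0.144 for homologous recombination, 0.198 for Fanconi anemia, 0.105 for mismatch repair and 0.0659 for Hippo signaling, and for the difference 0.0734 for DNA replication and 0.127 for CIN25. These are the highest values of the alternatives, which start at 2.48e-11, 2.13e-05, 2.02e-05, 1.99e-05, 4.11e-04, 2.16e-07 and 3.62e-11 in the same order. For Hippo signaling the estimated correlation was −0.00121, below the preset 0.01, so a lost call does not by itself show genes that move together. Leaving out each array gave 23 to 23 lists, with an adjusted p of 7.16e-09 to 6.92e-07 for cell cycle and 0.00997 to 0.0408 for Hippo signaling. Of 10 pathways with a negative score, 4 passed with combination 2, where the scores of Fanconi anemia, 0.839, and the citrate cycle, 1.04, reversed. Of the other values, 3869 of genes were the same, 165 stronger and 359 weaker, and of lists 1275 were the same, 26 stronger and 58 weaker. The cause was not tested.

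With the replicate number as a block, the counts were 206, 48, 224, 42 and 28, and the split for combination 1 was 127 higher and 79 lower. Arrays of the same number had correlations of −0.18 to 0.051 in their deviations, and 0 of 18 comparisons were best with the own number. These values show no pairing by number. They cannot show whether arrays shared a culture or batch in another way. Seed sites of the siRNAs were not run, since no 3' UTR reference was at hand. Signal near background limits the dim probe sets.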

Differences from the paper's values

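The unadjusted p for the genes of Fig. 4b was chosen after seeing the values, and all other alternatives here were set before the data were examined unless stated.

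The normalized enrichment score of Hippo signaling was −1.93, and the paper's is about −2.6 in Fig. 4a, read by eye, and −2.6 in its text. The paper scored a KEGG pathway by GSEA, and the list here was written from general knowledge, so the scores need not match. With YAP1 and WWTR1 in the list the score was −2.50, which differs from the paper's by less than 0.206, the jackknife standard error of the list without them. Whether the paper's gene set held them was not tested. The other 12 alternatives, combination 2, both combinations, ranking by log2 fold change and leaving out each array, still differed.

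Levels relative to scrambled siRNA come from arrays here and from qPCR in the paper, and the paper's combinations #1 and #2 may not be combinations 1 and 2 of the arrays. YAP1 was at 0.215 with combination 1 and 0.211 with combination 2, and the paper's values are about 0.11 and about 0.12 in Fig. 3a, read by eye. WWTR1 was at 0.394 and 0.382, and the paper's values are about 0.15 and about 0.12 in Fig. 3a, read by eye. CCNB1 was at 0.710 and 0.831, and the paper's values are about 0.43 and about 0.38 in Fig. 4e, read by eye. With combination 2, CCNB2 was at 0.891, TOP2A at 0.799 and TTK at 0.818, and the paper's values are about 0.39, about 0.46 and about 0.30 in Fig. 4e, read by eye. With combination 1, CCNB2 was at 0.691, TOP2A at 0.602 and TTK at 0.615, and the paper's values of about 0.51, about 0.61 and about 0.48 in Fig. 4e, read by eye, do not differ from these by more than 1.5 times. For each of the values that differ, all 16 alternatives set before the data were examined still differed. Many of these cannot change a level, since they act on the variances, on other probe sets or on arrays of the other combination. They are thus little evidence that the differences are robust.

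The paper gives its genes of Fig. 4b at a false discovery rate of at most 0.05. At that threshold 14 of the 48 were called here, all in the figure's direction. The count was 1 with a replicate block, 6 with an ordinary linear model and 0 to 18 when leaving out each array. The alternatives that called more were leaving out the 40% dimmest probe sets, 22, weights per array, 21, a trend and robust fit, 18, leaving out combination 2 replicate 3, 18, and protein-coding genes only, added later, 29. At an unadjusted p under 0.05, chosen after seeing the values, all 48 passed and 0 of the figure's genes were dropped. Of 122 cell cycle genes listed here, the 48 with such a p were those of the figure and 0 others, with 0.0486 the highest p among them and 0.0506 the lowest p of the rest. Under the alternatives 38 to 48 of the figure's genes and 0 to 11 other genes had such a p.

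In Fig. 4e the combination labelled #2 lowers CCNB1, CCNB2, TOP2A and TTK more than #1. Here the levels of CCNB1, CCNB2, TOP2A and TTK with combination 1 lay below those with combination 2, but none of these differences passed the test (adjusted p = 0.367, 0.299, 0.153 and 0.319 from limma). Of the 16 genes of the qPCR panel, 15 were higher and 1 lower with combination 2 than with combination 1. The mean log2 difference was 0.273 (camera adjusted p = 4.36e-13, and adjusted p = 0.126 with an estimated correlation).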

Other observations

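The test of pseudogene parents was written before its result was seen.

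Genes that build the mitotic spindle and its attachment to chromosomes were lower with YAP/TAZ siRNA combination 1. Of 46 kinetochore and spindle genes, 21 were lower and 0 higher (41 lower when adjusted over the list alone, camera adjusted p = 9.33e-35, and adjusted p = 0.0448 with an estimated correlation). With combination 2, 0 of the 46 passed the test (17 lower when adjusted over the list alone, adjusted p = 1.18e-15, and adjusted p = 0.226 with an estimated correlation), and the mean log2 difference, combination 2 minus combination 1, was 0.224 (adjusted p = 1.84e-17, and adjusted p = 0.127 with an estimated correlation). Of the 25 genes of the CIN25 signature, 8 were lower and 0 higher (19 lower when adjusted over the list alone, camera adjusted p = 1.04e-17, and adjusted p = 0.0367 with an estimated correlation), among them TOP2A, a topoisomerase, at a log2 fold change of −0.73, KIF20A, a mitotic kinesin, at −0.74 and TPX2, a spindle assembly factor, at −0.52. Of 16 genes of the qPCR panel, 11 were lower (16 when adjusted over the list alone, adjusted p = 1.87e-22, and adjusted p = 0.0367 with an estimated correlation). The panel shares 10 genes with the CIN25 signature and 7 with the cell cycle list, so these results are not independent. With combination 2, 2 of these 16 were lower (8 when adjusted over the list alone, adjusted p = 1.75e-11, and adjusted p = 0.199 with an estimated correlation). With combination 2, 2 genes of the CIN25 signature were lower (8 when adjusted over the list alone, adjusted p = 2.29e-07, and adjusted p = 0.226 with an estimated correlation). Of 35 histone genes, 0 passed the test over all genes and 20 were lower with combination 1 when adjusted over the list alone (adjusted p = 3.67e-11, and adjusted p = 0.107 with an estimated correlation).

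Of 23 cholangiocyte and epithelial markers, 4 were higher and 0 lower with combination 1 (6 higher when adjusted over the list alone, camera adjusted p = 3.83e-05, and adjusted p = 0.191 with an estimated correlation). CLDN4 and CLDN7, claudins of tight junctions, had log2 fold changes of 0.73 (adjusted p = 0.00309) and 0.58 (adjusted p = 0.0143), ELF3, an epithelial transcription factor, 0.60 (adjusted p = 0.0298) and CDH1, which encodes E-cadherin, 0.39 (adjusted p = 0.0357). Of 22 NF-kB cytokine genes, 4 were higher and 0 lower (10 higher and 1 lower when adjusted over the list alone, adjusted p = 2.56e-06, and adjusted p = 0.0278 with an estimated correlation), among them IL1B, an inflammatory cytokine, at 0.55 and NFKBIA, an inhibitor of NF-kB, at 0.40. The 6 array-selected qPCR genes, which the study chose on these arrays and which are not independent evidence, had 2 lower (adjusted p = 5.24e-06, and adjusted p = 0.0912 with an estimated correlation).

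With combination 1, cell cycle, homologous recombination, Fanconi anemia, mismatch repair, Hippo signaling, histones and the array-selected qPCR genes were lower by camera at the preset correlation and not at the estimated one. The same held for RNA transport (adjusted p = 4.79e-07, and adjusted p = 0.0781 with an estimated correlation), ribosome biogenesis (1.75e-05, and adjusted p = 0.103 with an estimated correlation) and the citrate cycle (5.55e-04, and adjusted p = 0.139 with an estimated correlation). Lists higher by camera at the preset correlation only, besides the cholangiocyte and epithelial markers, were glycolysis (0.0121, and adjusted p = 0.502 with an estimated correlation), immediate early genes (0.00314, and adjusted p = 0.209 with an estimated correlation) and fibroblast markers (0.00757, and adjusted p = 0.232 with an estimated correlation). With fry, another gene set test of limma, all of these lower and higher lists passed except glycolysis (adjusted p = 0.186). Fry asks whether the genes of a list change at all, and camera whether they change more than other genes. A pass with fry thus does not restore a call of camera. Hepatocyte markers passed fry as well (adjusted p = 0.0271). The highest fry value of the lists that camera called was 0.0431, for Fanconi anemia, apart from glycolysis. Lists that did not pass with camera were p53 targets (adjusted p = 0.941), cholesterol synthesis (0.0922), stress responses (0.190), actin cytoskeleton (0.490), epithelial-mesenchymal transition (0.690), hepatocyte markers (0.116), leukocyte markers (0.393) and ribosomal proteins (0.664).

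Of 31 pseudogenes whose protein-coding parent was called with combination 1, 7 were called themselves, such as YAP1P1 with a log2 fold change of −2.04. The 31 have 22 parents, and random parents were drawn for each pseudogene separately, which can make the random range too narrow. Of the 31, 27 moved in the parent's direction, a share of 0.871, where random parents gave a median of 0.484 and an upper percentile limit of 0.677. This is consistent with probes that read the RNA of the parent gene, and no biological explanation was tested. The 73 pseudogenes among the genes called with combination 1 may hold others of this kind.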
